# Expansion of an Unusual Virtual Memory CD8^+^ Subpopulation Bearing Vα3.2 TCR in Themis-Deficient Mice

**DOI:** 10.3389/fimmu.2021.644483

**Published:** 2021-04-07

**Authors:** Mukul Prasad, Lukasz Wojciech, Joanna Brzostek, Jianfang Hu, Yen Leong Chua, Desmond Wai Hon Tung, Jiawei Yap, Vasily Rybakin, Nicholas R. J. Gascoigne

**Keywords:** bystander activation, CD8 T cell, self-reactive, themis, T cell receptor

## Abstract

Deletion of the gene for Themis affects T cell selection in the thymus, which would be expected to affect the TCR repertoire. We found an increased proportion of cells expressing Vα3.2 (TRAV9N-3) in the peripheral CD8^+^ T cell population in mice with germline *Themis* deficiency. Analysis of the TCRα repertoire indicated it was generally reduced in diversity in the absence of Themis, whereas the diversity of sequences using the TRAV9N-3 V-region element was increased. In wild type mice, Vα3.2^+^ cells showed higher CD5, CD6 and CD44 expression than non-Vα3-expressing cells, and this was more marked in cells from Themis-deficient mice. This suggested a virtual memory phenotype, as well as a stronger response to self-pMHC. The Vα3.2^+^ cells responded more strongly to IL-15, as well as showing bystander effector capability in a *Listeria* infection. Thus, the unusually large population of Vα3.2^+^ CD8^+^ T cells found in the periphery of Themis-deficient mice reflects not only altered thymic selection, but also allowed identification of a subset of bystander-competent cells that are also present in wild-type mice.

## Introduction

The inability to predict the foreign antigens that an organism will encounter in its lifetime creates a need for the immune system to generate and maintain a diverse T cell receptor repertoire (1–3). T cells develop in the thymus, where they rearrange T cell receptor (TCR) α and β genes and undergo positive and negative selection to ensure that only cells expressing TCRs which give an optimum response to the self-peptide MHC (pMHC) are allowed to leave the thymus. The TCR is formed by rearrangement of V(D)J elements, such that the binding site for the peptide MHC complex is formed from 3 complementarity determining regions (CDR1, 2, and 3) (4). Different TCR Vα gene segments have preferences for binding to, and therefore being preferentially selected by, either MHC-I or MHC-II. This selection bias is dictated by their CDR1 and CDR2 sequences (5–7) and can affect the CD4^+^:CD8^+^ ratio (8). Structural analysis of TCR-pMHC complexes indicates conserved sites in TCR CDR1 and 2 of Vα and Vβ that correspond to sites on the MHC α-helices (9), which can explain these biases of selection.

After thymic selection, T cells migrate to peripheral lymphoid organs. T cell survival in the periphery requires tonic TCR signaling from self-pMHC (10, 11). This tonic signaling is also important in shaping T cell potential to mount immune responses to foreign antigens (12) and for homeostatic proliferation (1). T cells undergo lymphopenia-induced proliferation (LIP) upon transfer into lymphopenic hosts, and this process requires interactions with self-pMHC as well as signals from cytokines such as IL-7 and IL-15 (13). The probability of a particular T cell to undergo LIP correlates with its affinity for self-pMHC (10). CD5 is a negative regulator of TCR signaling, and its expression reports the strength of interaction of TCR with self-pMHC (14, 15). CD5 expression also regulates responsiveness to IL-7 in naïve T cells (16). IL-7 and IL-15 are required for homeostatic maintenance of T cells in the periphery (17, 18) and IL-7 has a role in maintenance of the TCR repertoire diversity (19).

Memory cells, marked by CD44^hi^ expression, are formed once an infection is cleared, and provide critical protection against re-encounter with the same pathogen. Apart from antigen induced memory cells, there are also “virtual” or “innate” memory phenotype (MP) cells (20, 21), which can also be identified by CD44^hi^ expression (22) and which require IL-15 for maintenance (23, 24). These cells were thought to develop mostly due to LIP in a foreign antigen-independent manner (25, 26). However, recent analysis of TCR repertoire of CD8^+^ MP cells demonstrated that TCRs expressed by MP cells are distinct from these expressed by naïve CD8^+^ T cells, with MP clones showing higher reactivity to self pMHC (27, 28), suggesting a unique development program of at least part of the CD8^+^ MP population, controlled by self-pMHC. Not all cells that undergo proliferation in response to an infection or tumor are antigen specific. Non-antigen specific bystander T cells become activated by the cytokines produced during an infection (29), such as IL-15 induced by type I interferons (30). Bystander cells display effector functions (31, 32), and play a role in protection against chronic infections in humans (33–35).

The T cell lineage-restricted protein Themis regulates the threshold between positive and negative selection of T cells in the thymus (36–40). Themis interacts with and regulates the phosphatases Shp1 (*Ptpn6*) and Shp2 (*Ptpn11*), although the precise mechanism is controversial (39, 41–43). Themis deficiency affects the metabolic response of T cells to TCR stimulation (44). Post-selection deletion of Themis reduces the homeostatic response of peripheral CD8^+^ T cells to self-pMHC (45). Themis deficiency is predicted to alter TCR repertoire but altered TCR repertoire in Themis KO mice and its functional consequences have not yet been described. Here were report comparison of TCR repertoires of Themis KO and WT mice, and the discovery of an unusual virtual memory and bystander-competent CD8^+^ subpopulation bearing Vα3.2 TCR.

## Materials and Methods

### Mice

*Themis* ^–/–^ *Foxp3-GFP*, derived from B6.129S-*Themis^tm1Gasc^* (36) crossed to B6.Cg-Foxp3^tm2Tch^/J (46), *Themis^+/+^Foxp3-GFP* (B6.Cg-Foxp3^tm2Tch^/J), *Themis^f/f^.CD4-Cre* ^–^ and *Themis^f/f^.CD4-Cre^+,^ Themis^f/f^.dLck-Cre* ^–^ and *Themis^f/f^.dLck-Cre^+^* (45), *Rag1* ^–/–^ and CD45.1 mice on C57BL/6 background were bred in our restricted flora (RF) facilities at Comparative Medicine, NUS. Mice were treated under Institutional Animal Care and Use Committee-approved guidelines in accordance with approved protocols.

### Flow Cytometry

Mice were euthanized and dissected. Peripheral (p)LN (pooled cervical, axillary, brachial, and inguinal LN) were excised and mashed upon a 70 μm cell strainer into 5 ml cRPMI. For cell surface staining, cells were spun at 1200 rpm at 4°C for 5 minutes and the resulting cell pellets were resuspended in 100 μl PBS with 0.5% BSA (FWB: FACS wash buffer), containing the fluorophore-conjugated antibodies’ dilutions (1:300) for the cell surface antigens and incubated on ice for 30 minutes in the dark. Cells were then centrifuged at 1200 rpm at 4°C for 5 minutes and resuspended in 300 μl of FWB for flow cytometry analysis. For biotinylated antibodies, staining with the antibody was followed by staining with 100 μl FWB containing BUV 395 labeled-streptavidin (BD Biosciences, New Jersey, USA) at 1:500 dilution for 30 minutes on ice. Cells were then centrifuged at 1200 rpm at 4°C for 5 minutes and resuspended in 300 μl of FWB for flow cytometry analysis.

For intracellular staining, the cells from the previous step were resuspended in 0.2 ml IC fixation buffer (eBiosciences, California, USA) while being vortexed, followed by an incubation at room temperature for 20 minutes. The cells were then washed twice with 2 ml 1X permeabilization buffer (eBiosciences, California, USA), resuspended in 100 μl FWB containing the fluorophore-conjugated antibodies’ dilutions (1:250) for the intracellular antigens and incubated at room temperature for 30 minutes. The cells were then washed once with 2 ml 1X permeabilization buffer and then with 2 ml FWB. The cells were then resuspended in 300 μl FWB for analysis on a flow cytometer. 25 μl Count Bright beads (Life Technologies, California, USA) were added to each sample for cell count analysis. Cells were analyzed on BD LSR Fortessa X-20 flow cytometer (BD Biosciences, New Jersey, USA). Flow cytometry data were analyzed using FlowJo software (Treestar, California, USA). All antibodies used for flow cytometry purposes are described in **Table 1**.

**Table 1:** Antibodies used for flow cytometry.

Antigen	Host	Target	Fluorophore	Clone	Company	Catalog no
CD4	Rat	Mouse	V450	RM4-5	eBiosciences	48-0042-82
CD4	Rat	Mouse	APC	GK1.5	eBiosciences	17-0041-83
CD5	Rat	Mouse	BV421	53-7.3	BD Biosciences	562739
CD6	Rat	Mouse	PE	M-T605	BD Biosciences	555358
CD8	Rat	Mouse	BUV395	53-6.7	BD Biosciences	563786
CD8	Rat	Mouse	APC	53-6.7	eBiosciences	17-0081-83
CD44	Rat	Mouse	BV711	IM7	BD Biosciences	563971
CD45.1	Mouse	Mouse	PE	A20	BioLegend	110707
CD45.2	Mouse	Mouse	FITC	104	eBiosciences	11-0454-82
CD49d	Rat	Mouse	PE-CF594	F344	BD Biosciences	564395
CD62l	Rat	Mouse	BV510	MEL-14	BD Biosciences	563117
CD122	Rat	Mouse	BV421	TM-β1	BD Biosciences	562960
CD218	Rat	Mouse	APC	P3TUNYA	eBiosciences	17-5183-82
IFNγ	Rat	Mouse	PE	XMG1.2	eBiosciences	12-7311-82
Ki67	Rat	Mouse	BV421	16A8	BioLegend	652411
NKG2D(CD314)	Rat	Mouse	PE-Cy7	CX5	eBiosciences	25-5882-82
Vα2	Rat	Mouse	PE	B20.1	eBiosciences	12-5812-82
Vα3.2	Rat	Mouse	APC	RR3-16	eBiosciences	17-5799-82
Vα8.3	Rat	Mouse	PE	B21.14	BD Biosciences	553377
Vα11.1, 11.2(b,d)	Rat	Mouse	PE	RR8-1	BD Biosciences	553223
Vβ2	Rat	Mouse	PE	B20.6	BD Biosciences	553281
Vβ3	Armenian Hamster	Mouse	PE	KJ25	BD Biosciences	553209
Vβ5.1,5.2	Rat	Mouse	PE	MR9-4	BioLegend	139504
Vβ6	Rat	Mouse	PE	RR4-7	BD Biosciences	553194
Vβ7	Rat	Mouse	PE	TR310	BD Biosciences	553216
Vβ8.1,8.2	Mouse	Mouse	PE	MR5-2	BD Biosciences	553186
Vβ11	Rat	Mouse	PE	CTVB11	eBiosciences	12-5817-82
Vβ12	Rat	Mouse	Biotin	RR3-15	BD Biosciences	553196

### Ki67 Staining

Cell pellets were washed twice with FWB for 5 minutes at 350g. The resulting cell pellet was vortexed after discarding the supernatant. 3 ml ice-cold ethanol was added to the cell pellet drop by drop while vortexing. Cells were votexed for another 30 seconds and then incubated at -20**°**C for an hour. The cells were then washed thrice with FWB. The resulting cells were then stained with Ki67 (BioLegend, California, USA) antibody at 1:1000 dilution and other cell surface antigens for 30 minutes at room temperature. The cells were then washed with 2 ml FWB and analyzed on a flow cytometer.

### Cell Sorting

Mice were euthanized and dissected. Lymph nodes were excised and pooled together from several mice of the same genotype to prepare the samples for sorting. These were then mashed upon a 70 μm cell strainer into 5 ml cRPMI. The resulting cell suspensions were then spun down at 1200 rpm for 5 minutes at 4°C. The resulting cell pellet was surface stained by resuspending in 0.5 ml cRPMI per mouse containing fluorescently-conjugated antibodies at 1:500 dilution, followed by incubation at 4°C for 30 minutes on a shaker. They were then washed with cRPMI and then resuspended in 0.5 ml cRPMI per mouse for sorting. The cells were sorted on either Sy2000 (Sony Corporation, Tokyo, Japan) or Facsfusion (BD Biosciences, New Jersey, USA).

### TCR Sequencing and Repertoire Analysis

For the synthesis of the NGS libraries covering entire TCR repertoires, the total RNA was isolated from similar number of sorted SP CD8 thymocytes and peripheral CD8 T cells. The Vα3.2 TCR repertoires were retrieved from sorted Vα3.2+ CD8 SP thymocytes and Vα3.2+ CD8 peripheral T cells. The reverse transcriptase reaction was performed according to the previously published protocol (47) with template switching primers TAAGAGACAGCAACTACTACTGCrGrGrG (where r indicates ribonucleotide). Two rounds of amplification of the TCR’s cDNAs were performed using Q5^®^ High-Fidelity DNA Polymerase (NEB, Massachusetts, USA) according to the manufacture instruction, with primers: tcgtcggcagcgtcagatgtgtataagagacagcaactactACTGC, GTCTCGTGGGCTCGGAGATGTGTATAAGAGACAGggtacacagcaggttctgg (first round), and CAAGCAGAAGACGGCATACGAGAT[i7]GTCTCGTGGGCTCGG AATGATACGGCGACCACCGAGATCTACAC[i5]TCGTCGGCAGCGTC where i7 and i5 represent Illumina Nextera V2 indexes (Illumina, California, USA). Libraries were purified using AMPure XP (Beckman Coulter, California, USA), and molar concentration of amplicons was quantified using Qubit DNA Assay (Thermo Fisher, Massachusetts, USA) and KAPA Library Quantification Kit (Kapa Biosystems, Massachusetts, USA). Sequencing of the TCR’s amplicons was performed on MiSeq platform using MiSeq Reagent Kits v2 (Illumina, California, USA).

Extraction of the sequences corresponding to the TCRs was performed using MiXCR platform (48). Further processing of data was done using VDJTools software (49) and Weblogo3 (50).

### CTV Labeling

Sorted CD8^+^CD44^lo^ cells were labeled with Cell Trace Violet (Life Technologies, California, USA). Cells were spun down and resuspended in PBS at a concentration of 2x10^6^/ml. Cell Trace Violet was then added to the cell suspension at the concentration of 5 μM. Cells were vortexed immediately and incubated at 37**°**C for 10 minutes while vortexing every 5 minutes. After the incubation, media was added to quench the reaction at 5 times the original staining volume and further incubated for 5 minutes at 37**°**C. The cells were then spun down at 500 g for 5 minutes at 4**°**C. The cells were then used for the subsequent experiments.

### Cytokine Stimulation

After CTV labeling, live cells were counted and adjusted to the concentration of 1*10^6^/ml. 100 μl of the cell suspension was seeded into a 96 well plate. For IL-15 stimulation, 100 μL of media with recombinant mouse IL-15 (Peprotech, New Jersey, USA) at the concentration of 2 μg/ml was added to the cells. The cells were incubated at 37**°**C for 5 days and then analyzed for proliferation by the CTV dilution on a flow cytometer. For IL-7/12/18 (Peprotech, New Jersey, USA) stimulation, 100 μl media with either IL-7 or a combination of either IL-7 and IL-12 or IL-7 and IL-18 (all at 100ng/ml) was added to the cells. The cells were incubated at 37**°**C for 7 days and then analyzed for proliferation by the CTV dilution on a flow cytometer.

### Lymphopenia Induced Proliferation Assay

After CTV labeling, live cells were counted and adjusted to the concentration of 2.5*10^6^/ml. CD45.1 recipient mice were sublethally irradiated at 6 Gy. 0.2 ml cell suspension was injected retro-orbitally (intravenous i.v.) into either *Rag1* ^–/–^ or the sublethally irradiated CD45.1 mice. 5 recipient mice were injected per donor genotype and un-injected mice were used as controls. After one week, lymph nodes and spleens were excised from the CD45.1 mice or *Rag1* ^–/–^ mice after euthanizing them. The single cell suspensions from lymph nodes and spleens were stained for the congenic markers CD45.1, CD45.2 to distinguish donor and recipient cells. The proliferation of the donor cells was analyzed based upon CTV dilution as determined using a flow cytometer.

### LM-OVA Infection

*Themis* ^–/–^ and *Themis* ^+/+^ mice were infected with 10^4^ colony-forming units of LM-OVA (51) *via* retro-orbital intravenous injection. The mice were euthanized at either day 4 or day 7 to analyze the bystander cells. Tetramer staining was done to gate out the antigen-specific cells. To assess their bystander activation, splenocytes were stimulated with IL-12 + IL-18 (Peprotech, New Jersey, USA) (100 ng/ml) for 6 hours in the presence of Brefeldin A (BD Biosciences, New Jersey, USA) at 1:500 dilution and stained for IFNγ *via* intracellular staining protocol mentioned above.

### Tetramer Preparation

3.18 μl of PE labeled Streptavidin (1 mg/ml) (Life Technologies, California, USA) was added every 10 minutes for a total of 10 times to 10 μl of 2 mg/ml biotinylated H-2 K^b^-OVA monomers in the dark. The tetramer was then used at 1:50 dilution for cell surface staining.

### Statistical Analysis

Prism (GraphPad Software, California, USA) and Excel (Microsoft Corporation, Washington, USA) were used for all statistical analysis and graphical representations. Normality of data was tested using Shapiro-Wilk test. All data sets were found to pass the normality test. Data are presented as means ± s.d., and we determined significance by two-sided Student’s t test. We considered a p-value of equal to or less than 0.05 as statistically significant.

## Results

### Biased TCR Expression in *Themis* ^–/–^ Mice

Because Themis regulates thymocyte selection thresholds (39, 42), we predicted that Themis germline deletion would lead to changes in TCR repertoire. T cells from peripheral lymphoid organs (lymph nodes) were analyzed for any TCR bias resulting from Themis deficiency. The total lymphocyte pool was stained with specific TCR anti-Vα and -Vβ antibodies to analyze the TCR repertoire in *Themis* ^–/–^ and *Themis* ^+/+^ mice. The biggest difference was in the proportion of Vα3.2^+^ CD8^+^ T cells (**Figure 1A**). Within the TCR Vα3 (TRAV9) family, Vα3.2 is found approximately two-fold more frequently in CD8^+^ cells than in CD4^+^ cells, whereas the other members are more frequently found in CD4^+^ cells (5, 7). The antibody RR3-16 was previously shown to recognize Vα3.2 rather than other Vα3 elements, recognizing Vα3 CDR1s with a phenylalanine at position 28 (5). This is only found in TRAV9N-3, not other TRAV9 family members [IMGT nomenclature and numbering (52)]. Thus the anti-Vα3.2 antibody RR3-16 identifies only T cells bearing a TRAV9N-3 TCR α-chain. *Themis* ^–/–^ mice had roughly three times higher proportion of Vα3.2^+^ CD8^+^ T cells compared to *Themis* ^+/+^ mice (**Figure 1A**). Although there is an increase in their percentage in *Themis* ^–/–^ mice, the total Vα3.2^+^ CD8^+^ T cell counts were the same in *Themis* ^–/–^ and *Themis* ^+/+^ mice (**Figure 1B**), despite the lymphopenia observed in *Themis* ^–/–^ mice (36–38). We also observed an increase in the proportion of Vβ5^+^ CD8^+^ T cells in *Themis* ^–/–^ mice as compared to *Themis* ^+/+^ mice (**Figure 1A**). Based on this result, we predicted an increase in the proportion of CD8^+^ T cells expressing both Vα3.2 and Vβ5.1/5.2. Indeed, the percentage of these double positive cells was approximately three times higher in *Themis* ^–/–^ mice compared to *Themis^+^* ^/+^ mice (**Figure 1C**). We did not observe differences in frequency of other TCR chains investigated, except a decrease in the proportion of Vα2^+^ CD4^+^ cells in *Themis* ^–/–^ mice relative to *Themis* ^+/+^ mice (**Supplementary Figure 1**).

**Figure 1:**
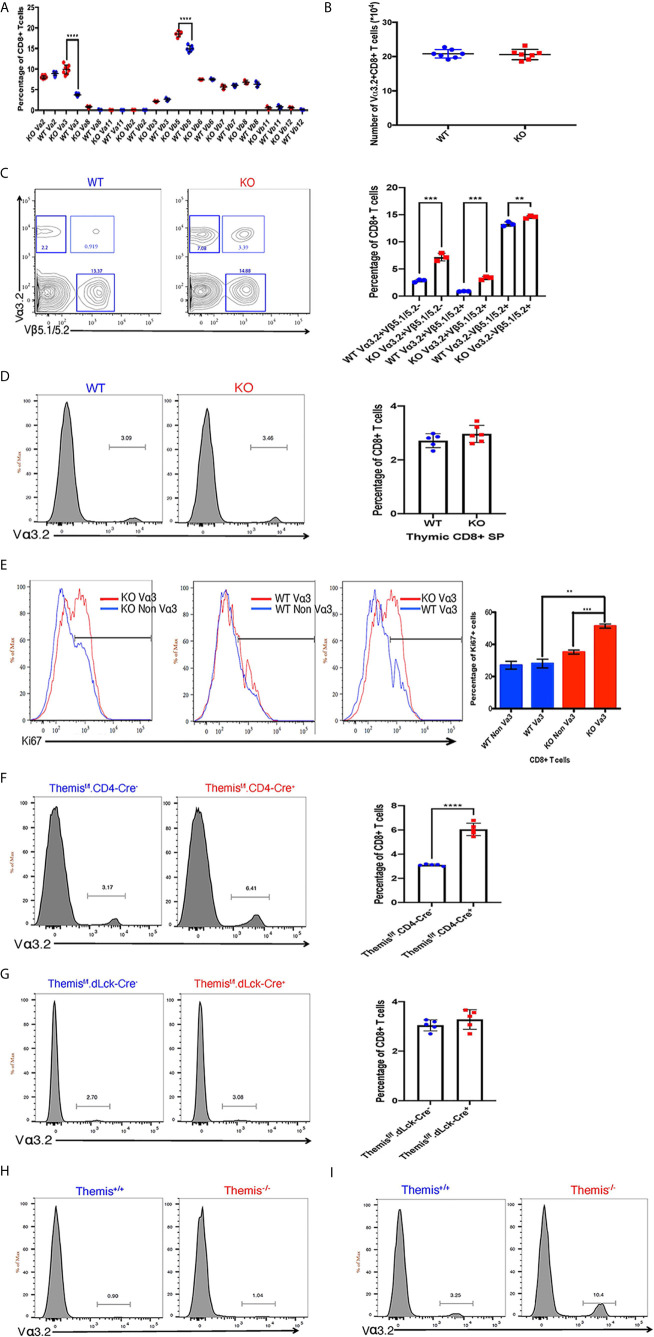
Changes in TCR repertoire of *Themis* ^–/–^ mice. **(A)** Proportion of various TCR α and β chains on CD8^+^ T cells in the periphery of *Themis* ^–/–^ (red) and *Themis* ^+/+^ (blue) mice. **(B)** Absolute numbers of Vα3.2^+^ CD8^+^ T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(C)** Proportion of Vα3.2^+^ Vβ5.1/5.2^+^ double-expressor CD8^+^ T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(D)** Proportion of Vα3.2^+^ CD8^+^ SP T cells in the thymus of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(E)** Proportion of Ki67^+^ cells amongst Vα3.2^+^ and non-Vα3.2^+^ CD8^+^ T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(F)** Proportion of Vα3.2^+^ CD8^+^ T cells in the periphery of *Themis^f/f^.CD4-Cre^-^* and *Themis^f/f^.CD4-Cre^+^* mice. **(G)** Proportion of Vα3.2^+^ CD8^+^ T cells in the periphery of *Themis^f/f^.dLck-Cre^-^* and *Themis^f/f^.dLck-Cre^+^* mice. **(H)** Proportion of Vα3.2^+^ TCR on CD4^+^ T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(I)** Proportion of Vα3.2^+^ TCR on CD8^+^ T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. Data representative from three independent experiments with 4-5 biological replicates per genotype per experiment. **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test. All error bars represent SDs.

To find out whether these changes in proportions of Vα3.2^+^ CD8^+^ T cells in *Themis* ^–/–^ mice originate in the thymus, we analyzed the cell surface expression of Vα3.2 in CD8 SP thymocytes. The increase in the proportion of Vα3.2^+^ CD8^+^ T cells was only observed in the periphery of *Themis* ^–/–^ mice, and not in the thymus (**Figure 1D**). We hypothesized that the increase of Vα3.2^+^ CD8^+^ T cells reflected their increased homeostatic expansion in the periphery. We analyzed expression of the proliferation marker Ki67 to estimate homeostatic proliferation of CD8^+^ T cells in the periphery. We found that a higher proportion of Vα3.2^+^ CD8^+^ T cells from *Themis* ^–/–^ mice express Ki67, compared to Vα3.2^–^ CD8^+^ T cells from *Themis* ^–/–^ mice or Vα3.2^+^ or Vα3.2^–^ CD8^+^ T cells from *Themis* ^+/+^ mice (**Figure 1E**). This suggests increased proliferation of *Themis* ^–/–^ Vα3.2^+^ CD8^+^ T cells in response to self-pMHC in the periphery.

Although the increase in proportion of Vα3.2^+^ CD8^+^ T cells was apparent only in the periphery of *Themis* ^–/–^ mice, we could not rule out that this phenotype is due to altered thymic selection in the absence of Themis. To investigate this, we used pre-selection (CD4-Cre) and post-selection (dLck-Cre) *Themis* conditional knockout mice (45). We found that only the pre-selection CD4-Cre based *Themis* deletion model showed increase in the proportion of Vα3.2^+^ CD8^+^ T cells in the periphery, relative to CD4-Cre^–^ mice (**Figure 1F**), whereas the post-selection dLck-Cre deletion model had no changes relative to dLck-Cre^–^ mice (**Figure 1G**). This shows that the phenomenon of increased proportion of Vα3.2^+^ CD8^+^ T cells has thymic origins and requires deletion of *Themis* before thymic selection.

As expected from previous studies (5–7), this TCR is more likely to be MHC-I restricted, as the prevalence of Vα3.2^+^ TCR is much higher in CD8^+^ T cells than CD4^+^ T cells in both Themis-sufficient and -deficient mice (**Figures 1H, I** **)**.

### Themis Deficiency Alters the Repertoire of Vα3.2^+^ CD8^+^ T Cells

To more precisely define the development of the TCR Vα3.2^+^ compartment in the absence of Themis, we analyzed Vα3.2 (i.e. TRAV9N-3) repertoires from SP CD8αβ^+^ thymocytes and CD8αβ^+^ lymph node T cells that developed in the *Themis* ^–/–^ and *Themis* ^+/+^ mice. 

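TCRα transcripts of CD8 cells were sequenced in 16 libraries that form 8 groups of 2 libraries. The groups are SP CD8 thymocytes and lymph node (LN) CD8 T cells of Themis+/+ and Themis-/- mice, taken either as all CD8 cells or as sorted Vα3.2+ cells. According to the methods, cDNA was made by template switching and amplified with a primer in the constant region rather than in the V segments, and the amplicons were read on a MiSeq. No molecular identifiers are described, so the reads of a clonotype are not independent molecules and limits from counts cover counting error only. The authors extracted the TCR sequences with MiXCR, whose version is not given in the sources used here, and deposited for each library the read count of every CDR3 nucleotide sequence, without normalization, and the fraction of the library's reads that it makes up. The sorted Vα3.2+ libraries held 11674 and 18191 reads from Themis+/+ thymocytes, 10338 and 22940 from Themis-/- thymocytes, 21570 and 23766 from Themis+/+ LN and 22047 and 25247 from Themis-/- LN. The libraries of all CD8 cells held 98460 and 124857 reads from Themis+/+ thymocytes, 115766 and 146191 from Themis-/- thymocytes, 57455 and 125483 from Themis+/+ LN and 66697 and 80850 from Themis-/- LN. TCRα tables do not measure Themis itself, so the genotypes rest on the sample labels, which number the libraries of each group 1 and 2. In 1 label field the sorted cells carry the name of another Vα segment than the paper's Vα3.2, and the paper's name is used here. The methods state that lymph nodes of several mice were pooled before sorting, and the legend of Figure 2 that data were pooled from separate experiments; whether a replicate number marks an experiment is not given in the sources used here.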

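TRAV9N-3 lies on chromosome 14 of GRCm38 from 53231433 to 53232102 and is annotated as a TCR V gene segment. Its annotated transcript has 0 mismatches over 575 bases to that of TRAV9D-3, at 52920443 to 52921112 of the same chromosome, so the assignment of reads between these segments is uncertain. In the sorted libraries 25.9% to 42.4% of the CDR3 nucleotide sequences had both segments as equal best hits, and such sequences were counted as TRAV9N-3. TRAV9N-3 then accounted for 34.0% to 83.0% of the reads of a sorted library, and segments outside the TRAV9 family for at most 1.17%. Unless stated otherwise, a clonotype is a distinct CDR3 amino acid sequence, the Vα3.2 clonotypes are those with TRAV9N-3 in the sorted libraries, and a group is the union of its 2 libraries. Rows with a stop codon or a frameshift were already absent from the tables. Because a group has only 2 libraries, an exact test between 2 groups of libraries cannot give a p below 0.333.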

After the reconstruction of TCR sequences from raw NextGen sequence datasets, we were able to identify 437 and 599 different clonotypes originating from *Themis* ^+/+^ and *Themis* ^–/–^ SP thymocytes, respectively (**Figure 2A**). 

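In the sorted SP thymocytes, 292 Vα3.2 clonotypes were found in Themis+/+ and 352 in Themis-/-. The 2 libraries of a genotype differed more than the genotypes did, with 68 and 239 clonotypes in the Themis+/+ libraries and 76 and 291 in the Themis-/- libraries, while within each replicate number Themis-/- held more. Library 2 therefore sets both totals, and without it only 68 and 76 clonotypes remain, the largest change among the alternatives tried. When every V segment in the sorted libraries was counted, the numbers were 420 and 578.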

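In the LN, 1240 Vα3.2 clonotypes were counted in Themis+/+ and 1492 in Themis-/-. Here library 1 held most of them, with 966 and 397 clonotypes in the Themis+/+ libraries and 1164 and 495 in the Themis-/- libraries. Both Themis-/- libraries held more clonotypes than the Themis+/+ library of the same number, but the spread between the libraries of a genotype was larger than this difference. Among the sequences with TRAV9N-3 in the libraries of all CD8 cells, 142 clonotypes were found in Themis+/+ and 234 in Themis-/-. These counts rest on unequal reads of the segment, 639 and 446 in the Themis+/+ libraries and 1859 and 1585 in the Themis-/- libraries. At 386 reads each, the Themis+/+ libraries held 86.7 and 45.0 clonotypes and the Themis-/- libraries 94.5 and 75.8. The genotypes thus overlapped, with Themis-/- higher within each replicate number.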

The peripheral pools of TCRs in our database comprised 1751 unique clonotypes from the *Themis* ^+/+^ and 2094 from the *Themis* ^–/–^ mice. 

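Of the 593 Vα3.2 clonotypes found in the thymus of either genotype, 51 (8.60%) were present in both. Of these, 30 came from library 2 of both genotypes alone. With library 1 only, 5 clonotypes were shared.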

Comparison of the SP thymocytes revealed 70 public TCRs that account for 7.2% shared repertoire between these two genotypes (**Figure 2A**, left). In peripheral T cells, the number of public clonotypes rose to 473, giving 12.3% of the common component (**Figure 2A**, right). 

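In the LN, 386 of 2346 Vα3.2 clonotypes (16.5%) were found in both genotypes, which is 14.1% of 2732, the sum of the counts of both genotypes. With every library thinned to the reads of the smallest one, 358 LN clonotypes and 47.8 thymic clonotypes were shared on average over 20 draws, so the larger number in the LN did not come from read depth alone. The number depended on the libraries, with 72 shared LN clonotypes without library 1 of both genotypes and 270 without library 2. The largest change in the LN came with TRAV9N-3 sequences from the libraries of all CD8 cells, where 11 clonotypes were shared.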

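Vα3.2 clonotypes seen in a single read made up a small part of each sorted library. There were 5 and 8 of them in the Themis+/+ thymic libraries, 4 and 10 in the Themis-/- thymic libraries, 52 and 14 in the Themis+/+ LN libraries and 83 and 20 in the Themis-/- LN libraries. With single reads left out, 47 thymic clonotypes (8.22%) and 368 LN clonotypes (16.7%) were shared between genotypes.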

As this estimate does not consider the abundance of the individual receptor in a given repertoire, results can be biased by a large number of singletons in the datasets. However, the calculation of the similarities between *Themis* ^+/+^ and *Themis* ^–/–^ repertoires confirmed these observed trends (**Figure 2B**). Indeed, thymocyte-derived datasets were placed at a significant mathematical distance from each other (*Themis* ^+/+^ and *Themis* ^–/–^ thymocytes). 

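Repertoire distance was taken as −log10 of the geometric mean of the read fractions that shared Vα3.2 clonotypes make up in each of 2 libraries, so that a larger value means less overlap. Between Themis+/+ and Themis-/- thymic libraries it was 0.989 ± 0.256 (SD over 4 pairs of libraries). Between the 2 libraries of the same genotype it was 0.747 for Themis+/+ and 0.955 for Themis-/-. The distance between genotypes was thus within about 1 SD of the distances within them, and the exact test over the 3 ways of pairing the 4 libraries gave p = 0.333 (one-sided), the smallest p it allows.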

In the periphery (*Themis* ^+/+^ and *Themis* ^–/–^ LN), these differences dwindled. 

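In the LN the distance between Themis+/+ and Themis-/- libraries was 0.450 ± 0.0904 (SD over 4 pairs), below every thymic pair, the closest of which was 0.716. The distances within a genotype were 0.484 for Themis+/+ and 0.418 for Themis-/-, and the exact test of a larger distance between than within genotypes gave p = 0.667 (one-sided). The LN distance was lower than the thymic distance under all alternatives tried, by −0.540 in the main setting and between −0.967 without library 2 and −0.142 without library 1.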

A plausible explanation of this observed phenomenon is that analysis of the thymic repertoire is restricted to the single wave of the SP thymocytes passing through at that time. In contrast, the datasets from the lymphocytes depict a more prolonged process, which includes clonal or homeostatic proliferation together with accumulation of clones over time.

**Figure 2:**
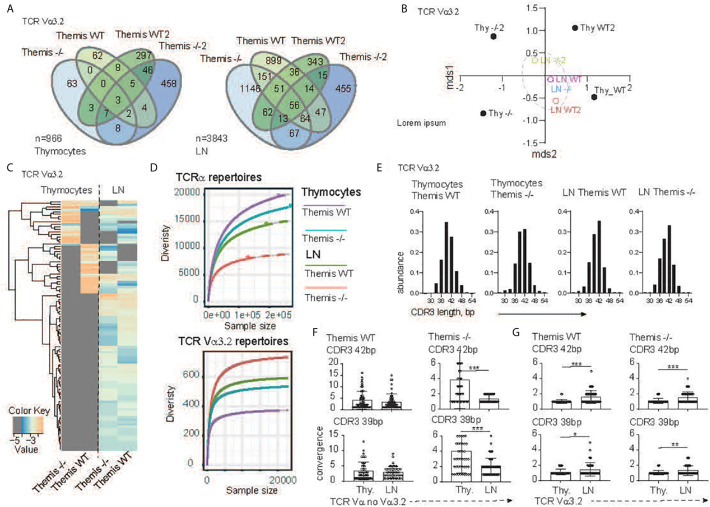
TCR sequencing analysis of the CD8 compartment from *Themis* ^+/+^ and *Themis^–/–^*mice. **(A)** The Venn diagram depicts distribution of the individual TCR Vα3.2^+^ clonotypes within SP CD8^+^ thymocytes (left) and CD8^+^ lymphocytes (right) in *Themis* ^+/+^ and *Themis^–/–^* mice. n indicates total number of detected clonotypes. **(B)** Dendrogram and non-metric multidimensional scaling (mds1 and mds2) ordination plot of *Themis* ^+/+^ and *Themis^–/–^* TCR Vα3.2^+^ repertoire similarity. **(C)** Heatmap represents abundance of the individual TCR Vα3.2^+^ clonotypes in the SP thymocytes and lymphocytes in *Themis* ^+/+^ and *Themis^–/–^* mice. **(D)** The repertoire diversity within thymocytes and peripheral T cell subsets. Upper graph. Diversity was calculated in the context of the entire TCRα repertoires. Lower panel analysis was restricted to the TCR Vα3.2^+^ (TRAV9N-3) compartment. Rarefaction curves were plotted based on a multinomial model (53) and extrapolated to the largest sample. **(E)** *In silico* spectratyping of the CDR3 region of the TCR Vα3.2^+^ compartments. CD8^+^ T cell populations and genotype are indicated on the top of each graph. TCR convergence estimated in the 50 most dominant clones with **(F)** non Vα3.2 and **(G)** Vα3.2^+^ TCRs representing 39 or 42 bp CDR3 lengths, respectively. TCR compartment, population and genotypes are indicated on the graphs. In all figures, data for each genotype were pooled from two individual experiments. Data were considered statistically significant when *p < 0.05, **p < 0.01, ***p < 0.001 as determined by for two-sided Student’s t-test with Welch’s correction.

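Among the Vα3.2 clonotypes, 47 were present in all 4 LN libraries and 3 in all 4 thymic libraries. The CDR3s with the highest mean share of TRAV9N-3 reads among the 47 were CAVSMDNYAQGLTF at 2.62%, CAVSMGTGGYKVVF at 1.72% and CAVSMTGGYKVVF at 0.886%. Their abundance varied between libraries, the first from 0.809% and 3.52% in Themis+/+ LN to 5.29% and 0.863% in Themis-/- LN.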

Analysis of the individual clones’ distribution indeed revealed more similarities between the T cells’ repertoires in the lymph node environment (**Figure 2C**). Importantly, many of the unique TCRs found in the *Themis* ^+/+^ and *Themis* ^–/–^ SP thymocytes acquire a public character in the peripheral lymphatic organs (**Figure 2C**). 

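Of the 542 Vα3.2 clonotypes that were found in the thymus of 1 genotype only, 113 (20.8%) were present in the LN of both genotypes. A further 64 were found only in the LN of their own genotype and 60 only in the LN of the other. Counted over the 237 of the 542 that were found in any LN library, 47.7% were present in both genotypes, against 16.5% of all LN clonotypes. The 237 were selected for being read in both tissues and the LN clonotypes were not. The comparison therefore does not show that sharing arose in the LN. Of the 46 clonotypes shared between genotypes in the thymus and found in any LN library, 76.1% were present in both. Without library 1 of all groups the share of 20.8% fell to 5.16%, the 47.7% to 20.5% and the 16.5% to 8.78%. By CDR3 nucleotide sequence 13.7% of the private thymic clonotypes were present in the LN of both genotypes.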

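The remaining 305 genotype-private thymic Vα3.2 clonotypes (56.3%) were found in no LN library. This share was 57.3% of the 241 clonotypes private to the Themis+/+ thymus and 55.5% of the 301 private to the Themis-/- thymus. A clonotype that was not read in the LN libraries was not detectable at their depth, which does not show that it was absent from the LN.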

All these data collectively indicate that Vα3.2^+^ CD8^+^ T cell accumulation is a primary mechanism orchestrating peripheral repertoire development, and exclude Themis-dependent clonal deletion during the thymocytes’ progression. Themis deficiency affects the CD8^+^ compartment in both quantitative and qualitative ways (**Figure 2D**). 

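Diversity was measured as the number of distinct CDR3 amino acid sequences expected at an equal number of reads, 57455 for the libraries of all CD8 cells. In the LN it was 3775 ± 468 in Themis-/- and 6727 ± 2753 (SD, n = 2) in Themis+/+, a log2 ratio of −0.83 that ranged from −1.35 without library 2 to −0.219 without library 1 of both genotypes. Both Themis-/- libraries (3444 and 4107) lay below both Themis+/+ libraries (8673 and 4780), and the exact permutation test gave p = 0.333 (two-sided), the smallest p that 2 libraries against 2 allow. In SP thymocytes it was 7997 ± 195 in Themis-/- and 8941 ± 2670 in Themis+/+ (SD, n = 2), a log2 ratio of −0.16 that is smaller than the spread between the Themis+/+ libraries (exact permutation test, p = 1). Without library 1 of both genotypes the thymic log2 ratio changed sign to 0.21.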

Decrease of the total number of SP thymocytes and peripheral T cells in the *Themis* ^–/–^ model is accompanied by a substantial drop in TCR repertoire diversity within the CD8^+^ subsets when compared to the *Themis* ^+/+^ counterpart (**Figure 2D**, upper panel). Paradoxically, these relationships were inverted when we analyzed only the TCR Vα3.2^+^ compartments. In other words, the Vα3.2 repertoire was more diverse in Themis-deficient LN CD8^+^ cells than Themis-sufficient LN CD8^+^ cells. These were both more diverse than the SP thymocytes Vα3.2 repertoire, but even there, the Themis-deficient cells had more diversity than Themis-sufficient cells (**Figure 2D**, lower panel). 

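For the Vα3.2 compartment, diversity was calculated over all sequences of the sorted libraries at 10338 reads. In the LN it was 969 ± 447 in Themis-/- and 809 ± 389 (SD, n = 2) in Themis+/+, a log2 ratio of 0.26 (exact permutation test, p = 0.667). The spread between libraries of a genotype exceeded this difference. Within each replicate number the Themis-/- library was the more diverse, with 1285 against 1084 in library 1 and 652 against 535 in library 2. By the exponential of Shannon entropy the LN log2 ratio was 0.0293, with 714.6 against 711.6 in library 1 and 341 against 323 in library 2.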

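In the thymus the Vα3.2 diversity was 289 ± 287 in Themis-/- and 212 ± 183 (SD, n = 2) in Themis+/+, a log2 ratio of 0.45 that is within the replicate spread (exact permutation test, p = 0.667). By replicate number the values were 86.0 in Themis-/- against 82.4 in Themis+/+ for library 1 and 492 against 341 for library 2. In thymic library 2, TRAV9N-3 made up 34.0% of the reads in Themis-/- and 47.5% in Themis+/+. At full depth its clonotypes numbered 291 against 239, and TRAV9-4 sequences 104 against 43. Segments other than TRAV9N-3 therefore contributed to the difference in library 2. Both LN libraries exceeded both thymic libraries in each genotype, with log2 ratios of LN to thymus of 1.93 in Themis+/+ and 1.75 in Themis-/- (exact permutation tests, p = 0.333 each, the smallest possible). When TRAV9N-3 sequences were taken from the libraries of all CD8 cells, these ratios reversed to −0.11 and −0.06. That setting compares only 386 reads per library, and its LN and thymic libraries overlapped in both genotypes. It therefore does not show a lower diversity in the LN.

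**Figure D1:**
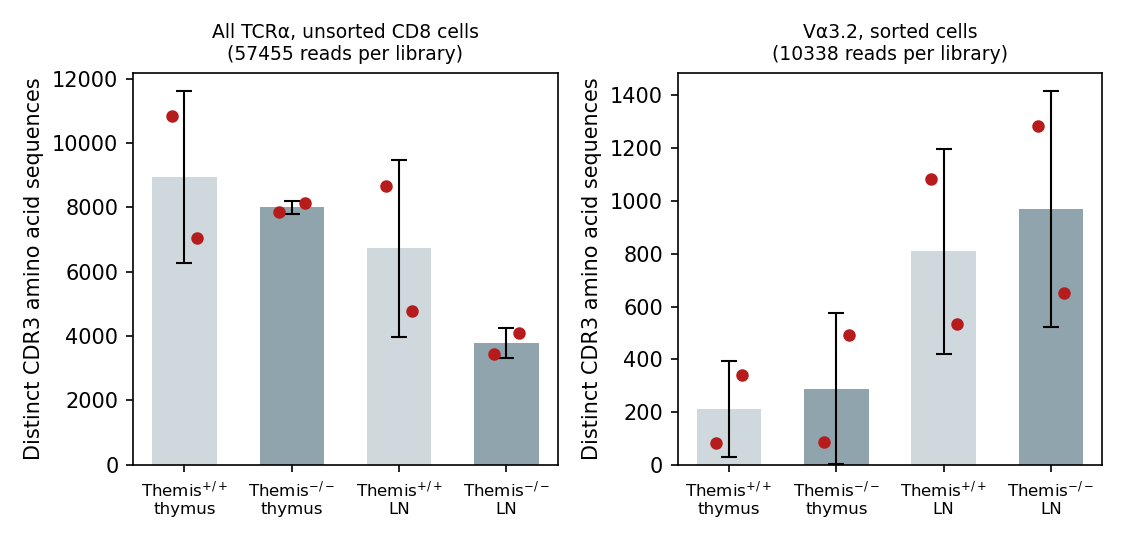
Distinct CDR3 amino acid sequences at an equal number of reads, 57455 for all TCRα (left) and 10338 for the sorted Vα3.2 cells (right), by genotype and tissue. Points are single libraries, library 1 on the left, and bars with error bars are the mean and SD of 2 libraries; in the Vα3.2 panel the libraries of a group lie far apart, at 82.4 and 341 in Themis+/+ thymus.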

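Within the TCRα repertoire of all CD8 cells, diversity in the LN was lower than in the thymus by a log2 ratio of −1.08 in Themis-/-, where both LN libraries lay below both thymic libraries (exact permutation test, p = 0.333). In Themis+/+ the log2 ratio of −0.41 was smaller than the spread between libraries (exact permutation test, p = 0.667).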

Peripheral expansion of individual T cells results in an overall decrease of TCR repertoire diversity in the LN (**Figure 2D**, upper panel).

As individual clonotypes proliferate, the expansion process reduces the proportion of different DNA sequences for a given amino acid sequence. We term this “TCR convergence”. Thus, to test whether the Vα3.2 clonal enrichment observed in the periphery was due to accumulation of different clones rather than to clonal expansion, we analyzed TCR convergence from thymus and lymph node-derived repertoires. Because all the repertoires were dominated by clones with 39 and 42 base pair-long CDR3s (**Figure 2E**), we restricted this estimation to the 50 most dominant clones representing a given CDR3 length. 

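CDR3s of 39 and 42 bp were the 2 most common lengths in all 16 libraries. Together they made up 63.8% ± 6.18 of the reads in Themis+/+ and 61.3% ± 1.42 in Themis-/- sorted Vα3.2+ thymocytes, and 64.7% ± 0.296 in Themis+/+ and 62.1% ± 2.91 (SD, n = 2) in Themis-/- sorted LN cells. In all CD8 cells the shares were lower, from 54.2% to 57.1% in single libraries.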

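Convergence was counted as the number of distinct CDR3 nucleotide sequences per CDR3 amino acid sequence among the 50 most abundant clones of a length, with the reads of a group's libraries joined. The permutation tests (two-sided, 100000 resamples, Benjamini-Hochberg adjustment over 8 comparisons) treat clones as units and so describe these pools rather than mice. In Themis+/+ non-Vα3.2 sequences of 42 bp, the mean was 3.10 ± 2.95 in the LN and 3.68 ± 3.55 in the thymus (SD over 50 clones, adjusted permutation p = 0.526). At 39 bp it was 2.78 ± 1.66 in the LN and 2.96 ± 2.33 in the thymus (adjusted permutation p = 0.698). With the 25 most abundant clones the difference at 39 bp changed sign, to 0.36 more in the LN.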

In the non-Vα3.2^+^ TCR repertoire from *Themis* ^+/+^, convergence of individual TCRs was not significantly altered between thymus and LN (**Figure 2F**, left panel). 

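In Themis-/- non-Vα3.2 sequences of 39 bp, clones had 2.02 ± 1.12 nucleotide sequences in the LN and 3.54 ± 2.34 in the thymus (SD over 50 clones, adjusted p = 8e-05 by permutation). The difference of −1.52 was −0.84 without library 1 and −0.68 without library 2 of each tissue, both past the threshold. At 42 bp the values were 3.00 ± 2.33 and 3.32 ± 3.22, a difference that did not pass the threshold (adjusted permutation p = 0.690) and that was 0.16 in the other direction without library 2 of each tissue. The change from thymus to LN at 39 bp was 1.34 lower in Themis-/- than in Themis+/+, written as −1.34, with an adjusted p of 0.0627 from a permutation of the genotype labels of clones within each tissue. The Themis-/- LN pools contained fewer nucleotide sequences than the thymic pools, 2347 against 6123 at 39 bp and 2780 against 6939 at 42 bp. With the thymic pool thinned to the LN reads the difference at 39 bp had a mean of −1.425 over 20 draws, and it passed the threshold in the 1 draw tested. Equal reads do not equalize the number of cells sampled, so fewer cells sampled in the LN stay open.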

In the same fractions of the CD8^+^ repertoire from *Themis* ^–/–^ mice, LN-derived TCR clonotypes had a reduced number of different DNA sequences in comparison to clonotypes associated with thymocytes (**Figure 2F**, right panel). This is likely due to LIP in the Themis-deficient mice. When we estimated TCR convergence in the Vα3.2^+^ T cell fraction, the result was strikingly different. 

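Among the 50 most abundant Vα3.2 clones of 42 bp, the mean number of nucleotide sequences was 1.66 ± 0.798 in the LN and 1.04 ± 0.198 in the thymus of Themis+/+, and 1.66 ± 0.717 and 1.04 ± 0.198 in Themis-/- (SD over 50 clones, adjusted p = 4e-05 for both by permutation, from the smallest unadjusted p that 100000 resamples can give, 1e-05). At 39 bp it was 1.52 ± 0.707 in Themis-/- LN, higher than in the thymus by 0.46 (adjusted permutation p = 8e-05). In Themis+/+ it was 1.34 ± 0.717 in the LN and 1.14 ± 0.405 in the thymus, a difference that did not pass the threshold (adjusted permutation p = 0.203). Between 12 and 27 of the 50 LN clones had more than 1 nucleotide sequence, against 2 to 6 of the thymic clones. Without library 1 of each tissue the differences at 42 bp and 39 bp in Themis-/- fell to 0.12 and 0.14 and lost significance, that at 42 bp in Themis+/+ fell from 0.62 to 0.22 and still passed the threshold, and that at 39 bp in Themis+/+ reversed to −0.04.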

Regardless of mouse genotype, the number of DNA sequences coding individual CDR3s increased in the peripheral repertoire (**Figure 2G**). These data strongly support the notion that the accumulation of Vα3.2^+^ T cells accounts for the repertoire enrichment in the periphery. Hence, we hypothesize that this phenomenon might be associated with better survival of the CD8^+^ Vα3.2^+^ clones, perhaps because of unique features of this TCR.

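The pools compared differ in size, since the Vα3.2 LN pools held 361 to 507 nucleotide sequences of a length and the thymic pools 88 to 121. With the LN pools thinned to the thymic reads, the LN exceeded the thymus by a mean over 20 draws of 0.602 in Themis+/+ and 0.634 in Themis-/- at 42 bp, and of 0.20 in Themis+/+ and 0.451 in Themis-/- at 39 bp. In the 1 draw tested, all but the Themis+/+ difference at 39 bp passed the threshold. Equal reads do not equalize the number of cells sampled, so fewer cells sampled in the thymus stay open. Thinned to the thymic number of nucleotide sequences, the LN pools had a mean of at most 1.07. That thinning splits clones with several sequences whatever the cause, so it decides nothing. The paper reasons that expansion of individual clonotypes would lower the number of DNA sequences per CDR3, as it reports for non-Vα3.2 TCRs of Themis-/- LN, and from the higher number in the peripheral Vα3.2 repertoires of both genotypes it proposes that accumulation of Vα3.2+ T cells accounts for the enrichment of the peripheral repertoire.

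**Figure D2:**
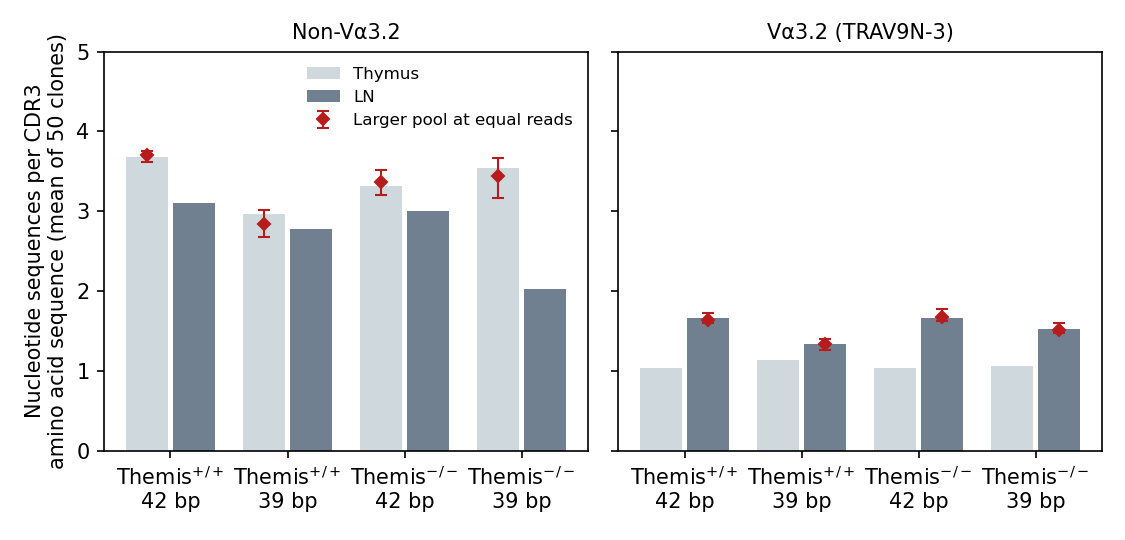
Mean number of nucleotide sequences per CDR3 amino acid sequence among the 50 most abundant clones of 42 or 39 bp, for non-Vα3.2 (left) and Vα3.2 (right) pools of thymus (light bars) and LN (dark bars). Red diamonds give the pool with more reads thinned to the reads of the other tissue (mean and range of 20 draws). This does not equalize the number of cells sampled. For Vα3.2 of 42 bp they lie at 1.642 in Themis+/+ and 1.674 in Themis-/-, beside thymic means of 1.04.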

### Vα3.2^+^ CD8^+^ T Cells Have Higher Expression of CD5, CD6, and CD44 Than Non-Vα3.2^+^ CD8^+^ T Cells

After finding that Themis deficiency induces an increase in the proportion of Vα3.2^+^ CD8^+^ T cells, we phenotyped these cells to try to understand their unique developmental and functional characteristics. Since the data from Ki67 staining indicated stronger proliferative responses to self-pMHC, we analyzed these cells for CD5 expression, a negative regulator of signaling that reports the strength of the interaction of TCR with self-pMHC (12, 14, 15). Another negative regulator of TCR signaling is CD6, a protein related to CD5. Although CD6 has not been shown to be directly involved in maintenance of homeostasis, CD6^–/–^ mice show a very similar phenotype to CD5^–/–^ mice, suggesting a similar function (54, 55). We therefore tested if CD6 can report signal from self-pMHC. Our data show that CD6 expression is correlated with that of CD5 within each of the thymocyte and lymphocyte populations analyzed, indicating that expression of CD6 and CD5 are regulated by a similar mechanism (**Supplementary Figure 2A**). Moreover, we found that reduction in signal from self pMHC through transfer of MHC class I-restricted OT-I CD8^+^ T cells into β2m deficient recipients resulted in decreased CD6 expression (**Supplementary Figure 2B**) in addition to the previously reported decrease in CD5 expression (56). These data strongly indicate that CD6 surface expression directly reports signal strength from self pMHC. CD44 is a memory and activation phenotypic marker (57), but has also been shown to correlate with CD5 expression (58–60). Thus, lymphocytes from *Themis* ^+/+^ and *Themis* ^–/–^ mice were stained with CD5, CD6 and CD44-specific antibodies and analyzed by flow cytometry. Since *Themis* ^–/–^ mice have a higher proportion of CD44^hi^ cells due to lymphopenia (36–38), we gated on CD44^lo^ cells for our analysis of CD5, CD6 and CD44 expression (**Supplementary Figure 2C**). We observed that Vα3.2^+^ cells express more CD5 and CD6 than non Vα3.2-expressing cells in both *Themis* ^+/+^ and *Themis* ^–/–^ mice, but the ratio of CD5 and CD6 expression between Vα3.2^+^ cells and non-Vα3.2 cells was even higher in *Themis* ^–/–^ mice (**Figures 3A, B** **)**. We observed even more contrasting differences in expression of CD5 and CD6 between Vα3.2^+^ and non Vα3.2-expressing CD8 SP thymocytes (**Figures 3C, D** **)**. These results suggest that Vα3.2+ cells receive stronger signal from self pMHC during development in the thymus, corroborating the findings from the conditional *Themis* deletion models, where the increased proportion of Vα3.2-expressing cells occurred if knockout happened before selection (CD4-Cre), but not if it occurred after selection (dLck-Cre) (**Figures 1F, H** **)**. These cells also express more CD44 in the periphery (**Figure 3E**), indicating a virtual memory phenotype.

**Figure 3:**
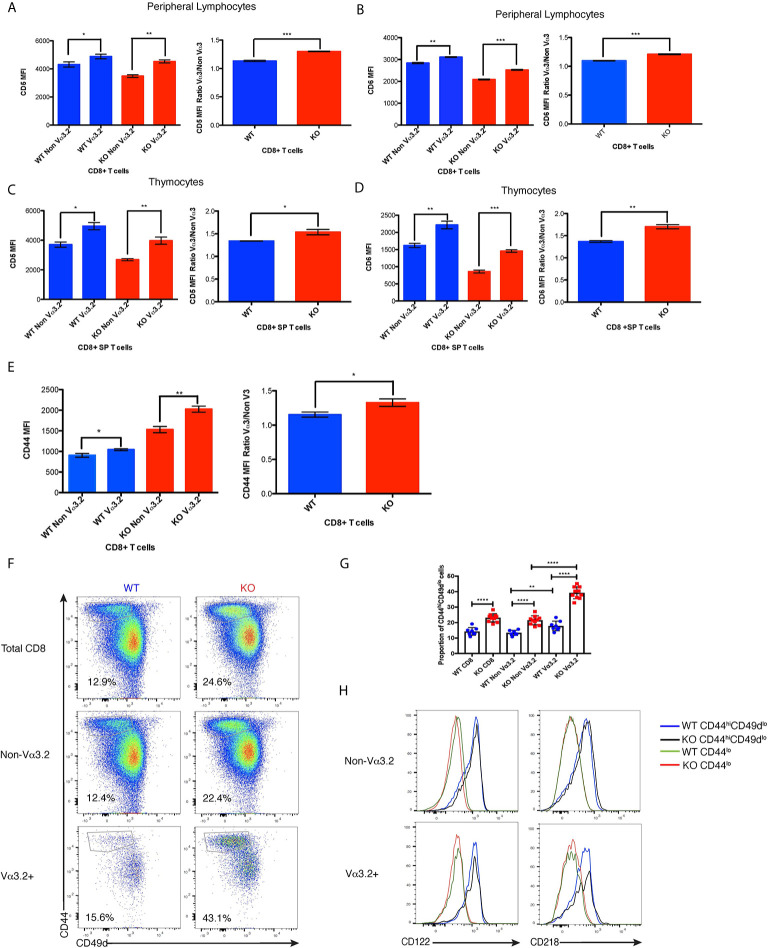
Phenotypic profile of Vα3.2^+^ CD8^+^ T cells in *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(A)** CD5 expression on Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(B)** CD6 expression on Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(C)** CD5 expression on Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** SP thymocytes from *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(D)** CD6 expression on Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** SP thymocytes from *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(E)** CD44 expression on Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(F)** Representative FACS plots for CD44 vs CD49d staining in CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(G)** Bar plots showing summary of proportion of CD44^hi^CD49d^lo^ cells in CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. **(H)** Histogram of CD122 and CD218 staining in CD44^hi^CD49d^lo^ vs CD44^lo^ populations of Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells in the periphery of *Themis* ^–/–^ and *Themis* ^+/+^ mice. Data are representative of three independent experiments with 4-5 biological replicates per genotype per experiment. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test. All error bars represent SDs.

As virtual memory phenotype cells have been classically defined as CD44^hi^CD49d^lo^ (24), we wanted to check whether this population would be over-represented in the Vα3.2^+^ cells. We observed that Vα3.2^+^ CD8^+^ T cells had a higher proportion of CD44^hi^CD49d^lo^ cells than non Vα3.2-expressing cells in both *Themis* ^+/+^ and *Themis* ^–/–^ mice (**Figures 3F, G** **)**. This difference was much more enhanced in *Themis* ^–/–^ mice, where almost 40% of the Vα3.2^+^ cells were CD44^hi^CD49d^lo^ as compared to only 20% of the non Vα3.2-expressing cells (**Figures 3F, G** **)**. Since virtual memory cells have been shown to be dependent on cytokine signaling for survival (24), we looked at the expression of CD122 (common gamma chain receptor for IL-2 and IL-15) and CD218 (IL-18 receptor). We observed that only the CD44^hi^CD49d^lo^ population expressed these markers (**Figure 3H**). Since a higher proportion of Vα3.2^+^ CD8^+^ T cells were CD44^hi^CD49d^lo^, and the CD44^hi^CD49d^lo^ cells express CD122 and CD218, this confirms the preferentially virtual memory phenotype of the Vα3.2^+^ CD8^+^ T cells.

### CDR3 of Vα3.2 TCRs Exhibit Unique Physical Features

The unique behavior of the TCR Vα3.2 (TRAV9N-3) repertoire and the phenotype of the Vα3.2-expressing cells raised the possibility of TCR-driven mechanisms orchestrating the function and peripheral molding of this CD8^+^ T cell compartment. The physical features of Vα segments, in particular CDR1 and CDR2, determine interactions with the α-helices of the MHC-I (5, 7, 9). At the same time, the increased amount of surface CD5 and CD6 in TCR Vα3.2^+^ CD8^+^ cells suggests enhanced interaction of these cells with self-pMHC-I. Hence, CDR3 might be involved in increased self-ligand recognition by the Vα3.2-carrying T cells (61, 62).

To shed more light on this issue, we looked more closely into the peptide sequences representing CDR3 regions. 

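In the libraries of all CD8 cells of Themis+/+ mice, TRAV12 segments made up 19.5% ± 1.98 of the LN reads, TRAV6 segments 14.6% ± 0.319 and TRAV14 segments 10.2% ± 2.17 (SD, n = 2). In Themis+/+ thymus the shares were 18.6% ± 1.09, 13.2% ± 0.107 and 11.4% ± 0.173. The 3 groups together covered 44.3% ± 0.512 of the reads in the LN and 43.1% ± 1.02 in the thymus. TRAV9N-3 accounted for 0.643% ± 0.189 and 0.529% ± 0.194.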

Besides TRAV9N-3 (Vα3.2), we selected TCRs that use TRAV14 (Vα2), TRAV6 (Vα4), and TRAV12 (Vα8) as a representative fraction of the lymph node- and thymus-derived CD8^+^ TCRα repertoire (**Figure 4A**, **Supplementary Figure 3A**). We restricted datasets to those TCRs with 14 amino acid-long CDR3 as these were most abundant across the investigated repertoires (**Figure 2E**). 

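A CDR3 of 42 bp encodes 14 residues. This length made up 32.5% ± 0.911 of the reads of all CD8 cells in Themis+/+ LN and 30.2% ± 0.615 in Themis+/+ thymus, more than any other length. In the sorted Vα3.2+ cells it made up 34.4% ± 1.65 in Themis+/+ LN, and in Themis+/+ thymus 27.9% ± 0.0709 (SD, n = 2), below the 35.8% ± 6.11 of 39 bp. There were 419 Vα3.2 clonotypes of 14 residues in Themis+/+ LN and 95 in Themis+/+ thymus.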

Interestingly, CDR3 sequences in Vα3.2 (TRAV9N-3) TCRs showed a distinctive physical makeup (**Figure 4B**). Estimated overall hydropathicity revealed that the CDR3s of the Vα3.2 TCRs were much more hydrophobic than those found in the other investigated repertoires. These trends were observed in both thymus and LN-derived sequences, but the differences were much stronger in the peripheral repertoires (**Figure 4B** upper panel). Similarly, CDR3s associated with Vα3.2 were more positively charged than their counterparts from non-Vα3.2 TCRs (**Figure 4B** lower panel).

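Hydropathicity was the sum of Kyte-Doolittle values over the 14 residues, averaged over the 100 most abundant clonotypes of each V group in Themis+/+ mice (95 for TRAV9N-3 in the thymus). In the LN it was 7.04 ± 5.94 for TRAV9N-3, 2.76 ± 5.32 for TRAV14, 2.46 ± 6.07 for TRAV6 and 2.17 ± 6.36 for TRAV12 (SD over clonotypes). The adjusted p from permutation tests over clonotypes, two-sided and adjusted over 6 comparisons, was 3e-05 against TRAV14 and TRAV6 and 4e-05 against TRAV12. In the thymus TRAV9N-3 had 5.89 ± 6.03, higher than TRAV14 at 3.40 ± 6.08 (adjusted permutation p = 0.00522) and TRAV12 at 3.12 ± 6.57 (adjusted permutation p = 0.00384). The thymic difference from TRAV6 at 4.39 ± 6.47 was not significant (adjusted permutation p = 0.0962). By library, TRAV9N-3 had 6.50 ± 0.441 in the LN and 5.51 ± 1.31 in the thymus (SD, n = 2). Among the alternatives, the Eisenberg consensus scale changed the most comparisons. On that scale the thymic difference from TRAV6 was −0.07, and the differences from TRAV14 in both tissues and from TRAV12 in the thymus were no longer significant. The permutation tests describe the clonotypes of these libraries rather than mice.

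**Figure D3:**
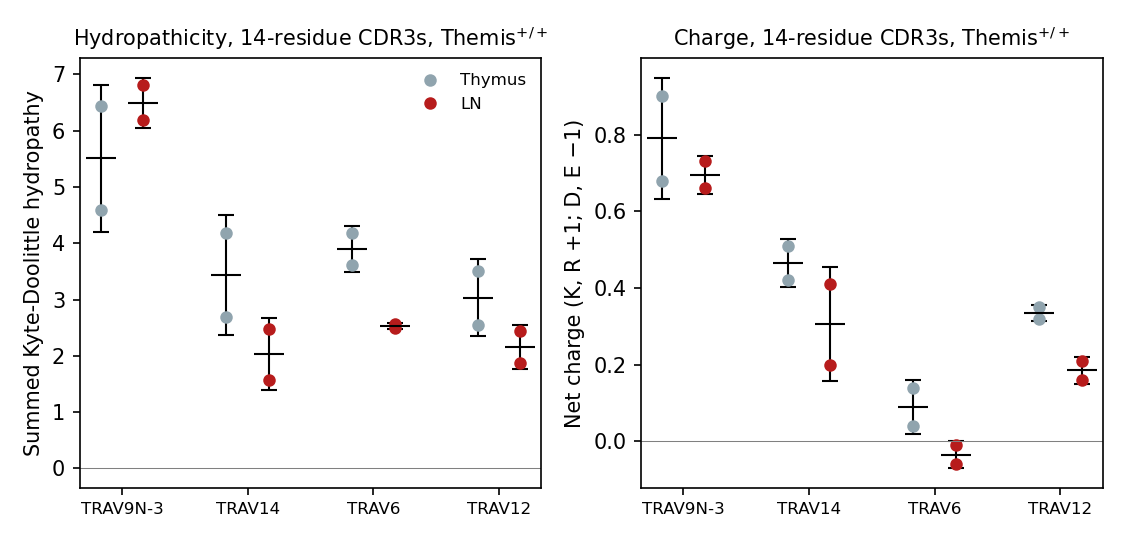
Mean summed hydropathicity (left) and net charge (right) of 14-residue CDR3s by V group in Themis+/+ thymus (grey) and LN (red), each from up to 100 clonotypes of a library. Points are single libraries, lines and error bars the mean and SD of 2 libraries; TRAV9N-3 lies at 6.50 in the LN and the other groups below it in both tissues.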

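The excess in hydropathicity of TRAV9N-3 was larger in the LN than in the thymus by 1.79 relative to TRAV14, by 3.08 relative to TRAV6 and by 2.11 relative to TRAV12. In a permutation test of the tissue labels of clonotypes within each group, the difference between the tissues was significant for TRAV6 (adjusted p = 0.0390) and not for TRAV14 or TRAV12 (adjusted p = 0.128 for both). With all 14-residue clonotypes in place of the 100 most abundant, the tissue difference for TRAV6 was 1.192 (permutation p = 0.126). Without library 1 the excess over TRAV6 was 3.69 in the LN and 2.82 in the thymus. That over TRAV12 was 3.75 and 3.89, and that over TRAV14 4.61 and 2.25. Without library 2 the excess was larger in the LN for each group, with 4.25 against 0.401 for TRAV6. TRAV9N-3 sequences themselves differed by 1.16 between LN and thymus (permutation p = 0.179), and by −0.25 without library 1.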

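Net charge was counted with lysine and arginine as +1 and aspartic and glutamic acid as −1. In Themis+/+ LN the mean was 0.670 for TRAV9N-3, 0.330 for TRAV14, 0.09 for TRAV6 and 0.18 for TRAV12, with adjusted p of 0.00529, 3e-05 and 0.00048 for the 3 comparisons by permutation. In Themis+/+ thymus TRAV9N-3 had 0.863, exceeding TRAV14 by 0.463 (adjusted permutation p = 0.00039), TRAV6 by 0.803 (adjusted p = 3e-05) and TRAV12 by 0.563 (adjusted p = 4e-05). The excess did not differ detectably between tissues, with adjusted p from 0.507 to 0.660. Without the restriction to 14 residues the LN difference from TRAV12 reversed to −0.04 and that from TRAV14 was 0.15 and no longer significant.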

**Figure 4:**
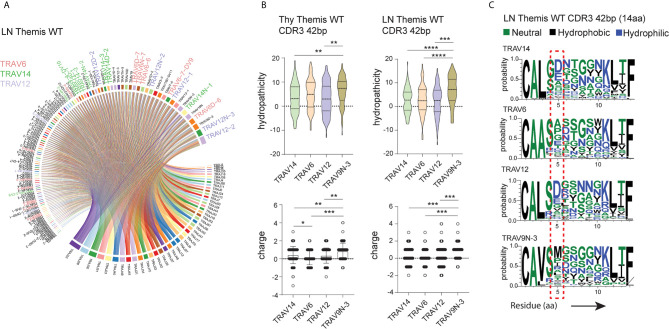
Unique physical features of CDR3 of Vα3.2^+^ CD8^+^ T cells. **(A)** Vα and Jα segment usage in the peripheral CD8^+^ TCRα repertoire. TRAV12, TRAV6, and TRAV14 segments are highlighted: lavender, plum, and green, respectively. **(B)** Hydrophobicity (upper panel) and charge (lower panel) of the CDR3 regions from Vα3.2 (TRAV9N-3) and a representative fraction of non-Vα3.2 receptors. Each Vα-associated group is represented by the 100 most dominant clonotypes from 14 amino acid-long CDR3 compartment. **(C)** Distribution of the amino acids within CDR3 regions. *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test with Welch’s correction.

To determine the source of these unique characteristics, we analyzed the distribution of amino acids within the CDR3s. 

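At position 5 of the 14-residue CDR3s of Themis+/+ LN, a hydrophobic residue (A, C, F, I, L, M, V or W) was found in 55.1% of the TRAV9N-3 clonotypes, or 57.9% ± 5.87 (SD, n = 2) by library. The share was 31.8% ± 2.46 for TRAV14, 17.3% ± 3.19 for TRAV6, 21.9% ± 4.97 for TRAV12 and 30.0% ± 0.145 for all non-TRAV9N-3 sequences. Each difference from TRAV9N-3 was larger than the spread between libraries.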

In the Vα3.2^+^ TCRs, the fifth position was more frequently occupied by hydrophobic amino acids (**Figure 4C**). 

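Methionine at position 5 was found in 117 of the 419 TRAV9N-3 clonotypes of 14 residues in Themis+/+ LN (27.9%), which is 29.7% ± 2.96 (SD, n = 2) by library and 37.1% of their reads. In Themis+/+ thymus it was found in 28 of 95 (29.5%). The choice of how ties between TRAV9N-3 and TRAV9D-3 are counted moved the LN share most, to 48.5% with sequences that list TRAV9N-3 first. This setting was chosen after seeing the data. It keeps 239 clonotypes and nearly all of those with methionine. The V alignment ran past the first 13 bases of the CDR3 in 134 of 135 nucleotide sequences with methionine and in 89 of 353 others. The assignment is thus not independent of the residue, and 48.5% is no separate estimate of the share. In the libraries of all CD8 cells of Themis+/+ LN, methionine at this position occurred in 0.366% of TRAV14, 1.04% of TRAV6 and 0.482% of TRAV12 clonotypes, and in 150 of all 4336 non-TRAV9N-3 clonotypes (3.46%). Among segments with at least 20 clonotypes there, listed after their values were seen, the highest shares were 40.0% in TRAV7-1, 39.4% in TRAV7-3, 34.6% in TRAV7D-3 and 30.3% in TRAV7-5. These segments and TRAV9N-3 have in common that the reference sequence ends in a single A after the first 4 codons of the CDR3, as does that of TRAV5-1, where the share was 4.35%. Clonotypes of the other segments with this end had methionine in 23.3%, against 1.53% for an end in G.

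**Figure D4:**
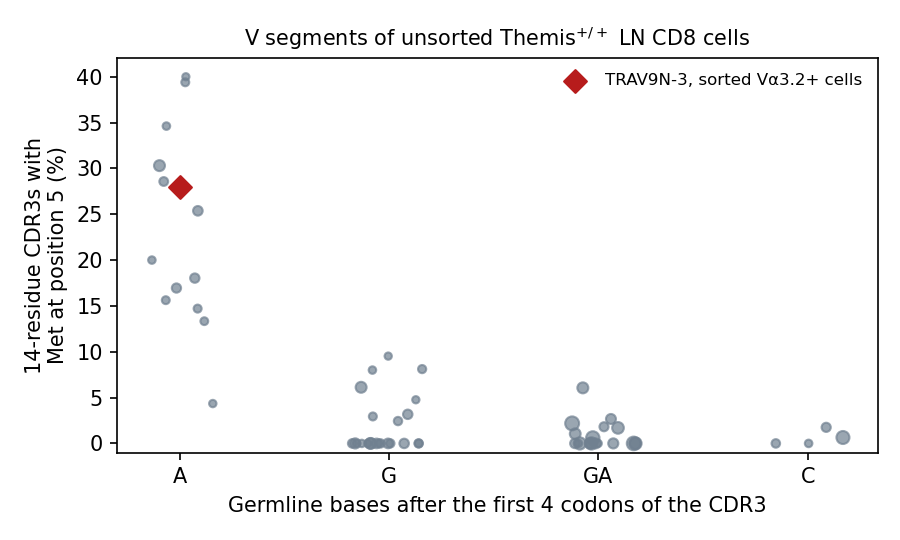
Share of 14-residue CDR3s with methionine at position 5 in Themis+/+ LN, for V segments grouped by the first germline bases that follow the first 4 codons of the CDR3. Each grey point is a V segment with at least 20 clonotypes in the libraries of all CD8 cells, its size growing with the number of clonotypes, and the red diamond is TRAV9N-3 in the sorted cells at 27.9%; segments ending in A reach 40.0%.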

Methionine in this position was restricted to Vα3.2 TCRs, accounting for around 30% of the entire pool of clonotypes within the TRAV9N-3 repertoire. 

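Isoleucine or leucine occupied position 5 in 78 of the 419 TRAV9N-3 clonotypes (18.6%), isoleucine in 12.4% and leucine in 6.21%. By library the share was 21.3% ± 7.10 (SD, n = 2), as the libraries differed with 16.3% and 26.4%. It was 2.56% in TRAV14, 5.37% in TRAV6, 5.46% in TRAV12 and 6.67% in all non-TRAV9N-3 clonotypes of Themis+/+ LN.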

Isoleucine and leucine in the fifth position were not specific to Vα3.2 CDR3s, but they were much more abundant in the Vα3.2 CDR3 pool, together representing another 30% of the TRAV9N-3 repertoire. In contrast, negatively charged residues glutamic acid and, much more abundantly, aspartic acid, were frequent in the fifth position in the non-Vα3.2 TCRs (**Supplementary Figure 3B**). 

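In Themis+/+ LN, aspartic or glutamic acid was found at position 5 in 15 of the 419 TRAV9N-3 clonotypes (3.58%), all of them from library 1. The shares of aspartic acid were 36.0% in TRAV6, 37.4% in TRAV12 and 5.30% in TRAV14, and those of glutamic acid 20.0%, 9.95% and 13.5%. Over all non-TRAV9N-3 clonotypes, 14.3% had aspartic acid and 15.8% glutamic acid there, by library 15.2% ± 2.52 and 15.5% ± 2.12 (SD, n = 2), and by reads 15.0% and 13.1%.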

Finally, to test whether these observations were restricted to the investigated fraction of the repertoires, we analyzed the overall hydropathicity and charge of CDR3s (datasets were not restricted to the particular CDR3 length) from Vα3.2 and the entire non-Vα3.2^+^ TCR pool. Again, CDR3 from Vα3.2 showed a more hydrophobic and more positively charged repertoire (**Supplementary Figure 3C**).

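Over all CDR3 lengths, the 100 most abundant Vα3.2 clonotypes had a summed hydropathicity of 7.02 ± 6.22 in Themis+/+ LN, against 3.66 ± 5.67 for the 100 most abundant non-Vα3.2 clonotypes (SD over clonotypes, adjusted p = 0.00028 by permutation over clonotypes, 4 comparisons). The difference was 2.78 in Themis+/+ thymus, 2.87 in Themis-/- thymus and 4.09 in Themis-/- LN (adjusted p between 8e-05 and 0.00202). The mean charge was 0.640 against 0.350 in Themis+/+ LN (adjusted permutation p = 0.0237), and it was higher by 0.59 in Themis+/+ thymus, 0.25 in Themis-/- thymus and 0.34 in Themis-/- LN (adjusted p between 8e-05 and 0.0404). The mean lengths of the 2 sets differed by less than 1 residue, 13.4 and 13.7 in Themis+/+ LN.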

### *Themis* ^–/–^ Vα3.2^+^ Cells Respond Better to Pro-Inflammatory Cytokine Stimulation

Increased CD5, CD6, and CD44 surface expression suggested self-reactivity and better survival of Vα3.2^+^ CD8^+^ T cells in the periphery. Previous studies have reported that CD5^hi^ cells are hyperresponsive to *in vitro* stimulation with IL-7, and that proliferative responses to IL-7 by CD5^hi^ cells were increased upon addition of pro-inflammatory cytokines such as IL-12 and IL-18 (16, 63, 64). Therefore, we hypothesized that Vα3.2^+^ CD8^+^ T cells would be more responsive to cytokine signaling than non-Vα3.2^+^ CD8^+^ T cells, specially for Themis-deficient CD8^+^ T cells. To test this hypothesis, we sorted naïve CD8^+^ T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice and stimulated them *in vitro* in an antigen-independent manner with IL-7+IL-12, or IL-7+IL-18. Vα3.2^+^ CD8^+^ T cells proliferated better than non-Vα3.2^+^ CD8^+^ T cells, in response to IL-7+IL-18 stimulation. This difference between the two populations was stronger for Themis-deficient CD8^+^ T cells (**Figures 5A–C**). In response to IL-7+IL-12 stimulation, *Themis* ^–/–^ CD8^+^ T cells showed reduced proliferation in comparison to *Themis* ^+/+^ CD8^+^ T cells. However, we observed significantly higher proliferation of *Themis* ^–/–^ but not *Themis* ^+/+^ Vα3.2^+^ cells compared to non-Vα3.2^+^ cells (**Figures 5D–F**). These results indicate that *Themis* ^–/–^ Vα3.2^+^ CD8^+^ T cells respond more strongly to cytokines as compared to *Themis* ^–/–^ Vα3.2^-^ CD8^+^ T cells, resulting in enhanced homeostatic proliferation.

**Figure 5:**
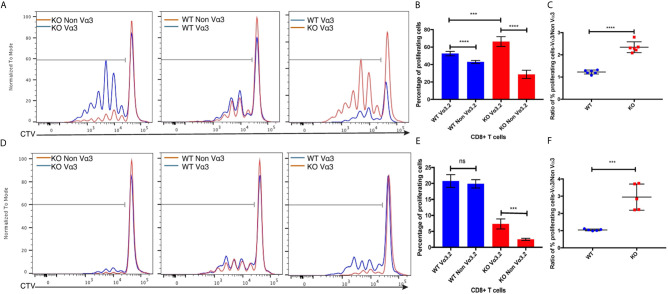
Responses of Vα3.2^+^ CD8^+^ T cells to pro-inflammatory cytokine stimulation *in vitro*. **(A)** Proliferation of Vα3.2**^+^** and non-Vα3.2**^+^** naïve CD8 T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice in response to IL-7 + IL-18 stimulation. **(B)** Histogram summary of the proliferative responses to IL-17 + IL-18 stimulation. **(C)** Ratio of % proliferating Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells upon IL-7 + IL-18 stimulation. **(D)** Proliferation of Vα3.2**^+^** and non-Vα3.2**^+^** naïve CD8**^+^** T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice in response to IL-7 + IL-12 stimulation. **(E)** Histogram summary of the proliferative responses to IL-7 + IL-12 stimulation. **(F)** Ratio of % proliferating Vα3.2**^+^** and non-Vα3.2**^+^** CD8+ T cells upon IL-7 + IL-12 stimulation. Data representative from three independent experiments with 4-5 biological replicates per genotype per experiment. ^ns^not significant, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test. All error bars represent SDs.

### *Themis* ^–/–^ Vα3.2^+^ CD8^+^ T Cells Undergo Enhanced LIP Compared to *Themis* ^–/–^ Non-Vα3.2^+^ CD8^+^ T Cells

To investigate the peripheral increase of Vα3.2^+^ CD8^+^ T cells and their LIP potential, we injected sorted naïve CD8^+^ (CD44^lo^) T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice (CD45.2) into sublethally irradiated CD45.1 recipients. After a week, the recipients were euthanized and lymph nodes and spleens were analyzed. Overall, *Themis* ^+/+^ CD8^+^ T cells showed enhanced LIP compared to *Themis* ^–/–^ CD8^+^ T cells (**Figure 6**), but in *Themis* ^–/–^ mice, the Vα3.2^+^ cells were slightly more proliferative than the non-Vα3.2^+^ cells. These results suggest better survival of Vα3.2^+^ cells in a lymphopenic environment, and explain the increase in the proportion of Vα3.2^+^ cells observed in the periphery of *Themis* ^–/–^ mice. We did not see any differences in LIP between Vα3.2^+^ and non-Vα3.2^+^ CD8^+^ T cells injected into *Rag1* ^–/–^ hosts (**Supplementary Figure 4**), possibly because proliferation in *Rag1* ^–/–^ mice is in response to the gut microbiome rather than the lymphopenia itself (65).

**Figure 6:**
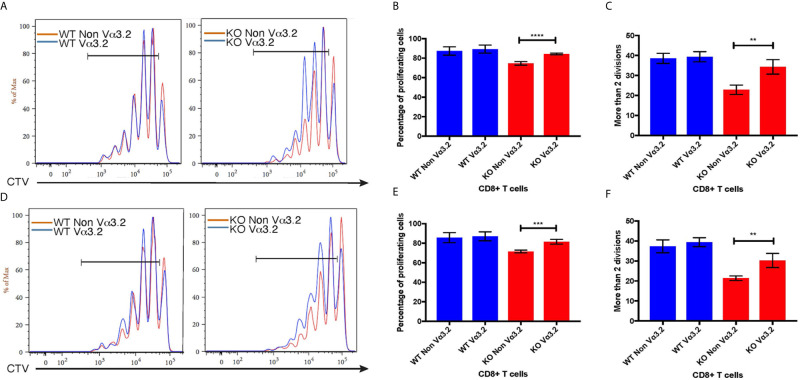
Proliferative responses of Vα3.2^+^ CD8^+^ T cells in lymphopenic hosts. Proliferation of Vα3.2**^+^** and non-Vα3.2**^+^** naïve CD8**^+^** T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice in **(A)** lymph nodes and **(D)** spleen of sublethally irradiated CD45.1hosts. Histogram summary of the proliferation responses in **(B)** lymph nodes and **(E)** spleen of sublethally irradiated CD45.1 hosts. Proportion of Vα3.2**^+^** and non-Vα3.2**^+^** CD8**^+^** T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice that had more than two divisions in **(C)** lymph nodes and **(F)** spleen of sublethally irradiated CD45.1 hosts. Data are representative from three independent experiments with 4-5 biological replicates per genotype per experiment. ^ns^not significant, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test. All error bars represent SDs.

### Functional Relevance of Vα3.2^+^ CD8^+^ T Cells

The virtual memory phenotype (CD44^hi^) Vα3.2^+^ cells also suggested better responses to IL-15 stimulation, as IL-15 is required for maintenance of the memory pool (66). Thus, we tested the response of naïve CD8^+^ T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice to IL-15. In response to IL-15 stimulation *in vitro*, Vα3.2^+^ CD8^+^ T cells proliferated more than non-Vα3.2^+^ CD8^+^ T cells (**Figures 7A, B** **)**, leading to an increase in the proportion of Vα3.2^+^ cells. This increase in proportion was enhanced and much more obvious in *Themis* ^–/–^ cells compared to *Themis* ^+/+^ cells (**Figure 7C**).

**Figure 7:**
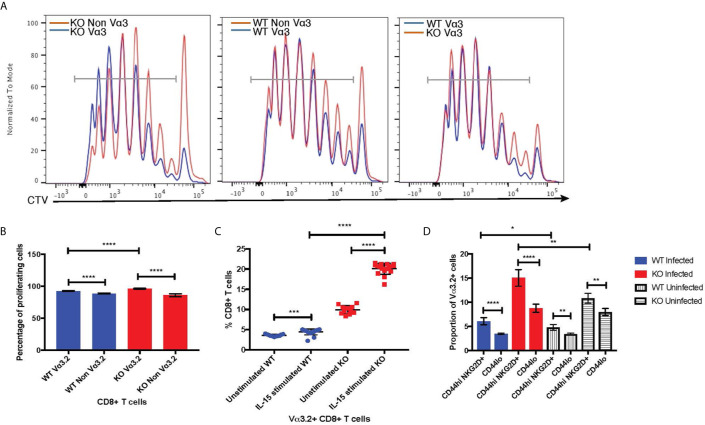
Bystander potential of Vα3.2^+^ CD8^+^ T cells. **(A)** Proliferation of Vα3.2**^+^** and Vα3.2- naïve CD8**^+^** T cells from *Themis* ^–/–^ and *Themis* ^+/+^ mice in response to IL-15 stimulation. **(B)** Histogram summary of the proliferative responses to IL-15 stimulation. **(C)** Proportion of Vα3.2**^+^** and non-Vα3.2**^+^** CD8 T cells upon IL-15 stimulation. **(D)** Proportions of Vα3.2**^+^** T cells in the bystander (CD8^+^ Tetramer^neg^ CD44^hi^ NKG2D^+^) and control (CD8^+^ Tetramer^neg^ CD44^lo^) population on day 4 of LM-OVA infection in uninfected and infected *Themis* ^–/–^ and *Themis* ^+/+^ mice. Data are representative from three independent experiments with 3-4 biological replicates per genotype per experiment. ^ns^not significant, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001 as determined by two-sided Student’s t-test. All error bars represent SDs.

Increased response to IL-15 stimulation indicates the potential of Vα3.2^+^ CD8^+^ T cells to be bystander cells. These help antigen specific cells during an infection, by becoming activated in a non-antigen specific manner by cytokines produced in the local milieu and performing effector functions to help clear the infection (67). To investigate the bystander potential in an infection model, we infected *Themis* ^–/–^ and *Themis* ^+/+^ mice with a genetically engineered strain of *Listeria monocytogenes* which expresses ovalbumin (LM-OVA) (51) and sacrificed them at day 4 to preclude antigen specific responses (68). We confirmed the absence of CD8^+^ T cells specific for OVA-derived SIINFEKL peptide at day 4 using tetramer staining; whereas SIINFEKL-specific CD8^+^ T cells were abundant on day 7 post infection (**Supplementary Figure 5A**). Bystander cells were defined as CD8^+^ Tetramer^neg^ CD44^hi^ NKG2D^+^ (**Supplementary Figures 5B, C** **)** (68). We analyzed the proportion of Vα3.2^+^ cells in this population, and compared with the proportion of Vα3.2^+^ cells in the CD8^+^ Tetramer^neg^ CD44^lo^ population as a control. We observed a higher proportion of Vα3.2^+^ cells in the bystander population compared to the control (**Figure 7D**). This effect was observed in Themis-sufficient and –deficient mice, but the magnitude was bigger in *Themis* ^–/–^ mice, possibly due to their higher proportion of Vα3.2^+^ cells and a higher proportion of CD44^hi^ cells. We identified some CD8^+^ Tetramer^neg^ CD44^hi^ NKG2D^+^ bystander phenotype cells in uninfected mice, but this population was clearly increased upon infection. To test the bystander potential of the CD8^+^ Tetramer^neg^ CD44^hi^ NKG2D^+^ cells from the infected and uninfected mice, we measured cytokine production in a non antigen-dependent manner, after IL-12+IL-18 stimulation for 6 hours (68, 69). Only bystander cells from mice infected with LM-OVA were able to produce IFN-γ, showing that the bystander effect was real and induced by infection (**Supplementary Figure 5D**). However, we did not observe any statistically significant differences between Vα3.2^+^ cells and non-Vα3.2^+^ cells in cytokine production.

## Discussion

The processes of negative and positive selection that shape the TCR repertoire occur in the thymus. Themis has been shown to be involved in these processes (36–39). Thus, we hypothesized that the TCR repertoire of *Themis* ^–/–^ mice might be different than that of *Themis* ^+/+^ mice. Our results show that there are indeed changes in TCR repertoire in *Themis* ^–/–^ mice. We observed that the proportion of Vα3.2^+^ CD8^+^ T cells and Vα3.2^+^ Vβ5.1/5.2^+^ cells was triple or more in the periphery of *Themis* ^–/–^ mice than *Themis* ^+/+^ mice. We have previously found in rearranging TCR minigene mice that co-expression of Vα3.2 and Vβ5.2 is a favored combination (70). This increase in the number of CD8^+^ T cells carrying Vα3.2 TCR occurred in the periphery, as the proportion of these cells in the thymus were similar between *Themis* ^–/–^ and *Themis* ^+/+^ mice. This peripheral increase is corroborated by their expression of Ki67, a marker of S, G2 and M phases of the cell cycle, and therefore a proliferation marker. This indicates that these CD8^+^ T cells are undergoing proliferation in the lymphopenic niche of *Themis* ^–/–^ mice, possibly in response to the same self-pMHC ligands on which they are positively selected in the thymus. As expected, we also observed that both Vα3.2^+^ and Vβ5.1/5.2^+^ TCRs were preferentially expressed in CD8^+^ T cells rather than CD4^+^ T cells. This is due to preferential selection on MHC-I rather than MHC-II after binding of CDR1 and CDR2 regions of these TCRs to MHC α-helices (5, 6). The quantitative changes in the proportion of the CD8^+^ Vα3.2^+^ and non-Vα3.2^+^ compartments in *Themis* ^–/–^ and *Themis* ^+/+^ mice were accompanied by a substantial increase in TCR repertoire diversity of the Vα3.2^+^ cells in the *Themis* ^–/–^ model. The Vα3.2 clonotype enrichment in the thymus and peripheral lymphatic organs of *Themis* ^–/–^ mice might indicate resistance of these cells to clonal deletion in the thymus and better survival in the periphery. Interestingly, observed trends in the thymic and peripheral CD8^+^ Vα3.2^+^ repertoire mirrored phenomena attributed to the central commitment and peripheral reshaping of the CD4^+^ regulatory (Treg) subset. Like the CD8^+^ Vα3.2^+^ compartment, Tregs retain a highly diverse TCR repertoire in the periphery (71, 72). Importantly, Treg selection relies on recognizing self‐antigen in the thymus (73), and self‐antigen recognition constitutes a crucial factor in further remolding of this T cell subset in the periphery (74, 75).

We analyzed the expression of CD5 on Vα3.2^+^ CD8^+^ T cells, as CD5 reports the strength of interaction with self-peptide MHC (14) and response from cytokine signals (60). Although T cells from *Themis* ^–/–^ mice had lower CD5 compared to T cells from *Themis* ^+/+^ mice (76), we found that Vα3.2^+^ CD8^+^ T cells showed higher expression of CD5 than non-Vα3.2^+^ cells in both *Themis* ^–/–^ and *Themis* ^+/+^ mice, and that the ratio of CD5 MFI between Vα3.2^+^ and Vα3.2^–^ CD8^+^ T cells was higher in *Themis* ^–/–^ mice than *Themis* ^+/+^ mice, both in the thymus and the periphery. Similar results were observed for CD6 surface expression, which we verified as a marker of signal strength from self pMHC. Thus phenotypic differences between Vα3.2^+^ and Vα3.2^–^ CD8^+^ T cells begin in the thymus. We also observed higher expression of the memory marker CD44 in peripheral Vα3.2^+^ CD8^+^ T cells compared to non-Vα3.2^+^ CD8^+^ T cells. CD44 expression has been shown to increase upon cell division in lymphopenic environments (20, 21), again indicating increased LIP by Vα3.2^+^ T cells. Data from the expression of these molecules suggest that Vα3.2^+^ T cells interact more productively with self-pMHC compared to non-Vα3.2-expressing T cells, which could explain why they are better at proliferating in the periphery, as indicated by their Ki67 expression. Taken together with our CD5 and CD6 data, it suggests that Vα3.2^+^ T cells are highly self-reactive. This notion was further supported by the analysis of CDR3 peptide sequences of Vα3.2^+^ and non-Vα3.2^+^ TCRs in the context of their physical features. Distribution of the hydrophobic residues within CDR3 constitutes unique physical makeup of Vα3.2^+^ TCRs indicating enhanced self-reactivity within this CD8^+^ T cell fraction (62).

T cells with high CD5 and CD44 expression have better responses to cytokine signaling (57, 60). We observed that, in response to IL-7+12/18 stimulation *in vitro*, we observed higher proliferative responses from Vα3.2^+^ CD8^+^ T cells compared to non-Vα3.2-expressing CD8^+^ T cells from *Themis* ^–/–^ mice. This again indicates better survival and homeostatic potential of these cells. When we injected sorted T cells into sublethally irradiated host mice, we observed that Vα3.2^+^ CD8^+^ T cells from *Themis* ^–/–^ mice showed enhanced LIP compared to their non-Vα3.2-expressing counterparts, but we did not see the same effect when we injected these cells into *Rag1* ^–/–^ hosts. This is not surprising as it has been reported that irradiated hosts are able to accumulate more donor cells than *Rag1* ^–/–^ hosts, because proliferation in *Rag1* ^–/–^ hosts is driven primarily by bacteria from the microbiome, since *Rag1* ^–/–^ hosts are severely immunodeficient (65). The enhanced LIP of Vα3.2^+^ CD8^+^ T cells from *Themis* ^–/–^ mice cells shows that they are better at survival in the periphery and possibly indicates their proliferation and maintenance by integration of strong interactions with self-peptide MHC and cytokine signaling.

In response to IL-15 stimulation, the proportion of Vα3.2^+^ CD8^+^ T cells from *Themis* ^–/–^ mice doubled in number compared to non-Vα3.2-expressing CD8^+^ T cells from *Themis* ^–/–^ mice. We saw only a slight increase in the frequency of Vα3.2^+^ T cells upon IL-15 stimulation in *Themis* ^+/+^ mice. This higher response to IL-15 stimulation in the *Themis* ^–/–^ mice indicates the potential of Vα3.2^+^ T cells to be bystanders, which help the antigen specific cells during an infection. Bystander cells become activated in a non-antigen specific manner by the cytokines produced locally, and perform effector functions to help clear the infection. Bystander cells display increased lytic capabilities and are found to be recruited to the sites of infection such as the lungs during an influenza infection (67). In recent reports, bystander cells have been shown to be involved in restraining HIV reservoir (34) and implicated in the immune response to Covid-19 (35). We tested this bystander potential in an LM-OVA model, where mice were sacrificed 4 days after infection, such that no OVA-specific cells could be detected, and bystander cells were gated based on CD44 and NKG2D expression as in previous reports (68). We observed higher proportions of Vα3.2^+^ CD8^+^ T cells in the bystander population. This phenomenon was amplified in *Themis* ^–/–^ mice, and these cells were able to produce IFN-γ upon IL-12+IL-18 stimulation in an antigen independent manner, demonstrating their bystander potential.

Overall, this work shows that the TCR repertoire is generally reduced in diversity in the absence of Themis. However, there was an unpredicted effect on T cells with a certain TCR Vα region: cells expressing Vα3.2 (TRAV9N-3), were even more frequent than usual in the CD8^+^ population in Themis-deficient mice. Their TCRα CDR3 repertoire was increased in Themis-deficient CD8^+^ peripheral T cells. Moreover, they had an unusual phenotype that indicated a stronger stimulation by self pMHC, higher responsiveness to cytokines, and an effector memory and bystander phenotype. The bystander phenotype was borne out functionally in cells responding to *Listeria* infection. Bystander T cells are commonly found during viral infections (34, 35) and tumor micro-environments (77), so a better understanding of such cytokine-responsive T cell populations with unique TCRs could help to harness them for cellular therapy against infections.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE162963.

## Ethics Statement

The animal study was reviewed and approved by National University of Singapore Institutional Animal Care and Use Committee (NUS IACUC).

## Author Contributions

MP, LW, and JB performed the literature review, planned the experiments, and did data interpretation. MP performed most of the experiments. LW performed the TCR sequencing and CDR3 analysis. JB assisted in the *Listeria* infection experiments and performed the CD6 validation experiments. YC and DT assisted in the mouse breeding and irradiation of mice. JY generated the biotinylated H-2 K^b^-OVA monomers. VR and JH were involved in optimization of the experimental protocols. NG supervised the study and did data interpretation. All the authors contributed to writing and editing the manuscript. All authors contributed to the article and approved the submitted version.

## Funding

This research was supported by the Singapore Ministry of Health’s National Medical Research Council under its CBRG/0097/2015 and by the Singapore Ministry of Education’s grant 2014-T2-1-136, to NG. Work performed at Scripps Research was supported by NIH grants AI073870 and DK094173 to NG.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## References

[1] GoldrathAWBevanMJ. Selecting and maintaining a diverse T-cell repertoire. Nature (1999) 402:6–13. 10.1038/35005508 10580495

[2] StarrTKJamesonSCHogquistKA. Positive and Negative selection of T cells. Annu Rev Immunol (2003) 21:139–76. 10.1146/annurev.immunol.21.120601.141107 12414722

[3] GascoigneNRPalmerE. Signaling in thymic selection. Curr Opin Immunol (2011) 23:207–12. 10.1016/j.coi.2010.12.017 PMC307381621242076

[4] DavisMM. Bjorkman PJ. T-cell antigen receptor genes and T-cell recognition. Nature (1988) 334:395–402. 10.1038/334395a0 3043226

[5] SimBCZervaLGreeneMIGascoigneNRJ. Control of MHC Restriction by TCR Valpha CDR1 and CDR2. Science (1996) 273:963–6. 10.1126/science.273.5277.963 8688082

[6] SimBCLoDGascoigneNR. Preferential expression of TCR V alpha regions in CD4/CD8 subsets: class discrimination or co-receptor recognition? Immunol Today (1998) 19:276–82. 10.1016/s0167-5699(98)01257-2 9639993

[7] SimBCWungJLGascoigneNR. Polymorphism within a TCRAV family influences the repertoire through class I/II restriction. J Immunol (1998) 160:1204–11.9570535

[8] SimBCAftahiNReillyCBogenBSchwartzRHGascoigneNR. Thymic skewing of the CD4/CD8 ratio maps with the T-cell receptor alpha-chain locus. Curr Biol (1998) 8:701–4. 10.1016/s0960-9822(98)70276-3 9637921

[9] GarciaKCAdamsJJFengDElyLK. The molecular basis of TCR germline bias for MHC is surprisingly simple. Nat Immunol (2009) 10:143–7. 10.1038/ni.f.219 PMC398214319148199

[10] KieperWCBurghardtJT. Surh CD. A Role for TCR Affinity in Regulating Naive T Cell Homeostasis. J Immunol (2004) 172:40–4. 10.4049/jimmunol.172.1.40 14688307

[11] SprentCDSJ. Homeostasis of Naive and Memory T Cells. Immunity (2008) 29:848–62. 10.1016/j.immuni.2008.11.002 19100699

[12] FultonRBHamiltonSEXingYBestJAGoldrathAWHogquistKA. The TCR’s sensitivity to self peptide–MHC dictates the ability of naive CD8+ T cells to respond to foreign antigens. Nat Immunol (2014) 16:107–17. 10.1038/ni.3043 PMC427084625419629

[13] TanJTDudlELeRoyEMurrayRSprentJWeinbergKI. IL-7 is critical for homeostatic proliferation and survival of naive T cells. Proc Natl Acad Sci USA (2001) 98:8732–7. 10.1073/pnas.161126098 PMC3750411447288

[14] TarakhovskyAKannerSHombachJLedbetterJMullerWKilleenN. A role for CD5 in TCR-mediated signal transduction and thymocyte selection. Science (1995) 269:535–7. 10.1126/science.7542801 7542801

[15] WongPBartonGMForbushKARudenskyAY. Dynamic tuning of T cell reactivity by self-peptide-major histocompatibility complex ligands. J Exp Med (2001) 193:1179–87. 10.1084/jem.193.10.1179 PMC219333311369789

[16] ChoJ-HKimH-OSurhCD. Sprent J. T Cell Receptor-Dependent Regulation of Lipid Rafts Controls Naive CD8+ T Cell Homeostasis. Immunity (2010) 32:214–26. 10.1016/j.immuni.2009.11.014 PMC283035820137986

[17] SurhCDSprentJ. Homeostatic T Cell Proliferation. J Exp Med (2000) 192:F9–F14. 10.1084/jem.192.4.F9 10952731PMC2193242

[18] SprentJSurhCD. Normal T cell homeostasis: the conversion of naive cells into memory-phenotype cells. Nat Immunol (2011) 12:478–84. 10.1038/ni.2018 PMC343412321739670

[19] PalmerMJMahajanVSChenJIrvineDJLauffenburgerDA. Signaling thresholds govern heterogeneity in IL-7-receptor-mediated responses of na&iuml;ve CD8&plus; T cells. Immunol Cell Biol (2011) 89:581–94. 10.1038/icb.2011.5 PMC334249921339767

[20] KieperWCJamesonSC. Homeostatic expansion and phenotypic conversion of naïve T cells in response to self peptide/MHC ligands. Proc Natl Acad Sci USA (1999) 96:13306–11. 10.1073/pnas.96.23.13306 PMC2394310557316

[21] ChoBKRaoVPGeQEisenHNChenJ. Homeostasis-stimulated proliferation drives naive T cells to differentiate directly into memory T cells. J Exp Med (2000) 192:549–56. 10.1084/jem.192.4.549 PMC219323510952724

[22] GoldrathAWBevanMJ. Low-affinity ligands for the TCR drive proliferation of mature CD8+ T cells in lymphopenic hosts. Immunity (1999) 11:183–90. 10.1016/s1074-7613(00)80093-x PMC278973710485653

[23] LeeJ-YHamiltonSEAkueADHogquistKAJamesonSC. Virtual memory CD8 T cells display unique functional properties. Proc Natl Acad Sci USA (2013) 110:13498–503. 10.1073/pnas.1307572110 PMC374684723898211

[24] SosinowskiTWhiteJTCrossEWHaluszczakCMarrackPGapinL. CD8α+ dendritic cell trans presentation of IL-15 to naive CD8+ T cells produces antigen-inexperienced T cells in the periphery with memory phenotype and function. J Immunol (2013) 190:1936–47. 10.4049/jimmunol.1203149 PMC357810223355737

[25] AkueADLeeJ-YJamesonSC. Derivation and maintenance of virtual memory CD8 T cells. J Immunol (2012) 188:2516–23. 10.4049/jimmunol.1102213 PMC329418522308307

[26] JamesonSCLeeYJHogquistKA. Innate memory T cells. Adv Immunol (2015) 126:173–213. 10.1016/bs.ai.2014.12.001 25727290PMC4670568

[27] DrobekAMoudraAMuellerDHuranovaMHorkovaVPribikovaM. Strong homeostatic TCR signals induce formation of self-tolerant virtual memory CD8 T cells. EMBO J (2018) 37:3236. 10.15252/embj.201798518 PMC604385129752423

[28] MillerCHKlawonDEJZengSLeeVSocciNDSavagePA. Eomes identifies thymic precursors of self-specific memory-phenotype CD8+ T cells. Nat Immunol (2020) 21:567–77. 10.1038/s41590-020-0653-1 PMC719353132284593

[29] KoschellaMVoehringerDPircherH. CD40 Ligation In Vivo Induces Bystander Proliferation of Memory Phenotype CD8 T Cells. J Immunol (2004) 172:4804–11. 10.4049/jimmunol.172.8.4804 15067057

[30] ToughDFBorrowPSprentJ. Induction of bystander T cell proliferation by viruses and type I interferon *in vivo* . Science (1996) 272:1947–50. 10.1126/science.272.5270.1947 8658169

[31] MonjazebAMTietzeJKGrossenbacherSKHsiaoH-HZamoraAEMirsoianA. Bystander Activation and Anti-Tumor Effects of CD8+ T Cells Following Interleukin-2 Based Immunotherapy Is Independent of CD4+ T Cell Help. PloS One (2014) 9:e102709–13. 10.1371/journal.pone.0102709 PMC413187525119341

[32] RivinoLKumaranEATheinT-LTooCTGanVCHHansonBJ. Virus-specific T lymphocytes home to the skin during natural dengue infection. Sci Transl Med (2015) 7:278ra35–278ra35. 10.1126/scitranslmed.aaa0526 25761891

[33] ChenAMKhannaNStohlmanSABergmannCC. Virus-specific and bystander CD8 T cells recruited during virus-induced encephalomyelitis. J Virol (2005) 79:4700–8. 10.1128/JVI.79.8.4700-4708.2005 PMC106953615795256

[34] JinJ-HHuangH-HZhouM-JLiJHuWHuangL. Virtual memory CD8+ T cells restrain the viral reservoir in HIV-1-infected patients with antiretroviral therapy through derepressing KIR-mediated inhibition. Cell Mol Immunol (2020) 376:49. 10.1038/s41423-020-0408-9 PMC778498932210395

[35] MathewDGilesJRBaxterAEOldridgeDAGreenplateARWuJE. Deep immune profiling of COVID-19 patients reveals distinct immunotypes with therapeutic implications. Science (2020) 369:eabc8511. 10.1126/science.abc8511 32669297PMC7402624

[36] FuGValléeSRybakinVMcGuireMVAmpudiaJBrockmeyerC. Themis controls thymocyte selection through regulation of T cell antigen receptor–mediated signaling. Nat Immunol (2009) 10:848–56. 10.1038/ni.1766 PMC275705619597499

[37] JohnsonALAravindLShulzhenkoNMorgunAChoiS-YCrockfordTL. Themis is a member of a new metazoan gene family and is required for the completion of thymocyte positive selection. Nat Immunol (2009) 10:831–9. 10.1038/ni.1769 PMC290898919597497

[38] LesourneRUeharaSLeeJSongK-DLiLPinkhasovJ. Themis, a T cell-specific protein important for late thymocyte development. Nat Immunol (2009) 10:840–7. 10.1038/ni.1768 PMC284869819597498

[39] FuGCasasJRigaudSRybakinVLambolezFBrzostekJ. Themis sets the signal threshold for positive and negative selection in T-cell development. Nature (2013) 504:441–5. 10.1038/nature12718 PMC397700124226767

[40] GascoigneNRJRybakinVAcutoOBrzostekJ. TCR Signal Strength and T Cell Development. Annu Rev Cell Dev Biol (2016) 32:327–48. 10.1146/annurev-cellbio-111315-125324 27712102

[41] PasterWBrugerAMKatschKGrégoireCRoncagalliRFuG. A THEMIS: SHP1 complex promotes T-cell survival. EMBO J (2015) 34:393–409. 10.15252/embj.201387725 25535246PMC4339124

[42] ChoiSWarzechaCZvezdovaELeeJArgentyJLesourneR. THEMIS enhances TCR signaling and enables positive selection by selective inhibition of the phosphatase SHP-1. Nat Immunol (2017) 18:433–41. 10.1038/ni.3692 PMC580708028250424

[43] MehtaMBrzostekJChenEWTungDWHChenSSankaranS. Themis-associated phosphatase activity controls signaling in T cell development. Proc Natl Acad Sci USA (2018) 115:E11331–40. 10.1073/pnas.1720209115 PMC627548030413615

[44] PrasadMBrzostekJGautamNBalyanRRybakinVGascoigneNRJ. Themis regulates metabolic signaling and effector functions in CD4+ T cells by controlling NFAT nuclear translocation. Cell Mol Immunol (2020) 17:364. 10.1038/s41423-020-00578-4 PMC842970033177694

[45] BrzostekJGautamNZhaoXChenEWMehtaMTungDWH. T cell receptor and cytokine signal integration in CD8+ T cells is mediated by the protein Themis. Nat Immunol (2020) 21:186–98. 10.1038/s41590-019-0570-3 31932808

[46] LinWHaribhaiDRellandLMTruongNCarlsonMRWilliamsCB. Regulatory T cell development in the absence of functional Foxp3. Nat Immunol (2007) 8:359–68. 10.1038/ni1445 17273171

[47] MatzMShaginDBogdanovaEBritanovaOLukyanovSDiatchenkoL. Amplification of cDNA ends based on template-switching effect and step-out PCR. Nucleic Acids Res (1999) 27:1558–60. 10.1093/nar/27.6.1558 PMC14835410037822

[48] BolotinDAPoslavskySMitrophanovIShugayMMamedovIZPutintsevaEV. MiXCR: software for comprehensive adaptive immunity profiling. Nat Methods (2015) 12:380–1. 10.1038/nmeth.3364 25924071

[49] ShugayMBagaevDVTurchaninovaMABolotinDABritanovaOVPutintsevaEV. VDJtools: Unifying Post-analysis of T Cell Receptor Repertoires. PloS Comput Biol (2015) 11:e1004503. 10.1371/journal.pcbi.1004503 26606115PMC4659587

[50] CrooksGEHonGChandoniaJ-MBrennerSE. WebLogo: a sequence logo generator. Genome Res (2004) 14:1188–90. 10.1101/gr.849004 PMC41979715173120

[51] PopeCKimSKMarzoAMasopustDWilliamsKJiangJ. Organ-specific regulation of the CD8 T cell response to Listeria monocytogenes infection. J Immunol (2001) 166:3402–9. 10.4049/jimmunol.166.5.3402 11207297

[52] LefrancM-PGiudicelliVDurouxPJabado-MichaloudJFolchGAouintiS. IMGT^®^, the international ImMunoGeneTics information system^®^ 25 years on. Nucleic Acids Res (2015) 43:D413–22. 10.1093/nar/gku1056 PMC438389825378316

[53] ColwellRKChaoAGotelliNJLinSYMaoCXChazdonRL. Models and estimators linking individual-based and sample-based rarefaction, extrapolation and comparison of assemblages. J Plant Ecol (2012) 5:3–21. 10.1093/jpe/rtr044

[54] Orta-MascaróMConsuegra-FernándezMCarrerasERoncagalliRCarreras-SuredaAAlvarezP. CD6 modulates thymocyte selection and peripheral T cell homeostasis. J Exp Med (2016) 213:1387–97. 10.1084/jem.20151785 PMC498653127377588

[55] GimferrerIFarnósMCalvoMMittelbrunnMEnrichCSánchez-MadridF. The Accessory Molecules CD5 and CD6 Associate on the Membrane of Lymphoid T Cells. J Biol Chem (2003) 278:8564–71. 10.1074/jbc.M209591200 12473675

[56] AzzamHSGrinbergALuiKShenHShoresEWLovePE. CD5 Expression Is Developmentally Regulated By T Cell Receptor (TCR) Signals and TCR Avidity. J Exp Med (1998) 188:2301–11. 10.1084/jem.188.12.2301 PMC22124299858516

[57] PontaHShermanLHerrlichPA. CD44: From adhesion molecules to signalling regulators. Nat Rev Mol Cell Biol (2003) 4:33–45. 10.1038/nrm1004 12511867

[58] MitnachtRTackeMHünigT. Expression of cell interaction molecules by immature rat thymocytes during passage through the CD4+8+ compartment: developmental regulation and induction by T cell receptor engagement of CD2, CD5, CD28, CD11a, CD44 and CD53. Eur J Immunol (1995) 25:328–32. 10.1002/eji.1830250204 7533082

[59] KassiotisGZamoyskaRStockingerB. Involvement of avidity for major histocompatibility complex in homeostasis of naive and memory T cells. J Exp Med (2003) 197:1007–16. 10.1084/jem.20021812 PMC219387112707300

[60] Herndler-BrandstetterDBrunnerSWeiskopfDvan RijnRLandgrafKDejacoC. Post-thymic regulation of CD5 levels in human memory T cells is inversely associated with the strength of responsiveness to interleukin-15. Hum Immunol (2011) 72:627–31. 10.1016/j.humimm.2011.03.028 PMC314439021539877

[61] RitmahanWKesmirCVroomansRMA. Revealing factors determining immunodominant responses against dominant epitopes. Immunogenetics (2020) 72:109–18. 10.1007/s00251-019-01134-9 PMC697115131811313

[62] StadinskiBDShekharKGómez-TouriñoIJungJSasakiKSewellAK. Hydrophobic CDR3 residues promote the development of self-reactive T cells. Nat Immunol (2016) 17:946–55. 10.1038/ni.3491 PMC495574027348411

[63] WalshMCPearceELCejasPJLeeJWangL-SChoiY. IL-18 synergizes with IL-7 to drive slow proliferation of naive CD8 T cells by costimulating self-peptide-mediated TCR signals. J Immunol (2014) 193:3992–4001. 10.4049/jimmunol.1400396 25200954PMC4185248

[64] GoplenNPSaxenaVKnudsonKMSchrumAGGilDDanielsMA. IL-12 Signals through the TCR To Support CD8 Innate Immune Responses. J Immunol (2016) 197:2434–43. 10.4049/jimmunol.1600037 PMC501095227521342

[65] KieperWCTroyABurghardtJTRamseyCLeeJYJiangH-Q. Recent immune status determines the source of antigens that drive homeostatic T cell expansion. J Immunol (2005) 174:3158–63. 10.4049/jimmunol.174.6.3158 15749843

[66] ZhangXSunSHwangIToughDFSprentJ. Potent and selective stimulation of memory-phenotype CD8+ T cells *in vivo* by IL-15. Immunity (1998) 8:591–9. 10.1016/s1074-7613(00)80564-6 9620680

[67] SckiselGDTietzeJKZamoraAEHsiaoH-HPriestSOWilkinsDEC. Influenza infection results in local expansion of memory CD8 +T cells with antigen non-specific phenotype and function. Clin Exp Immunol (2013) 175:79–91. 10.1111/cei.12186 PMC389855723937663

[68] ChuTTyznikAJRoepkeSBerkleyAMWoodward-DavisAPattaciniL. Bystander-Activated Memory CD8+ T Cells Control Early Pathogen Load in an Innate-like, NKG2D-Dependent Manner. Cell Rep (2013) 3:701–8. 10.1016/j.celrep.2013.02.020 PMC362881523523350

[69] FreemanBEHammarlundERauéH-PSlifkaMK. Regulation of innate CD8+ T-cell activation mediated by cytokines. Proc Natl Acad Sci USA (2012) 109:9971–6. 10.1073/pnas.1203543109 PMC338252122665806

[70] RybakinVWesternbergLFuGKimH-OAmpudiaJSauerK. Allelic Exclusion of TCR α-Chains upon Severe Restriction of Vα Repertoire. PloS One (2014) 9:e114320–15. 10.1371/journal.pone.0114320 PMC426475725500569

[71] LeungMWLShenSLafailleJJ. TCR-dependent differentiation of thymic Foxp3+ cells is limited to small clonal sizes. J Exp Med (2009) 206:2121–30. 10.1084/jem.20091033 PMC275788319737865

[72] FöhseLSuffnerJSuhreKWahlBLindnerCLeeC-W. High TCR diversity ensures optimal function and homeostasis of Foxp3+ regulatory T cells. Eur J Immunol (2011) 41:3101–13. 10.1002/eji.201141986 21932448

[73] JordanMSBoesteanuAReedAJPetroneALHolenbeckAELermanMA. Thymic selection of CD4+CD25+ regulatory T cells induced by an agonist self-peptide. Nat Immunol (2001) 2:301–6. 10.1038/86302 11276200

[74] RomagnoliPHudrisierDvan MeerwijkJPM. Preferential recognition of self antigens despite normal thymic deletion of CD4(+)CD25(+) regulatory T cells. J Immunol (2002) 168:1644–8. 10.4049/jimmunol.168.4.1644 11823492

[75] WongJObstRCorreia-NevesMLosyevGMathisDBenoistC. Adaptation of TCR repertoires to self-peptides in regulatory and nonregulatory CD4+ T cells. J Immunol (2007) 178:7032–41. 10.4049/jimmunol.178.11.7032 17513752

[76] ZvezdovaEMikolajczakJGarreauAMarcellinMRigalLLeeJ. Themis1 enhances T cell receptor signaling during thymocyte development by promoting Vav1 activity and Grb2 stability. Sci Signal (2016) 9:ra51–1. 10.1126/scisignal.aad1576 27188442

[77] SimoniYBechtEFehlingsMLohCYKooS-LTengKWW. Bystander CD8+ T cells are abundant and phenotypically distinct in human tumour infiltrates. Nature (2018) 557:575–9. 10.1038/s41586-018-0130-2 29769722

How the deposited data were processed for this re-analysis (not part of the article)

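The data are TCRα repertoires of CD8 T cells from Themis+/+ and Themis-/- mice, in 16 libraries of 8 groups, with 2 libraries per group. The authors sorted the cells, amplified TCRα cDNA made by template switching in 2 rounds of PCR, the first with a constant-region primer and the second with index primers, sequenced it on a MiSeq and extracted clonotypes with MiXCR; VDJtools and WebLogo3 are named for later steps, and the versions of these tools are not given in the sources used here. The authors deposited a read count for each CDR3 nucleotide sequence of a library, without normalization. They also deposited each sequence's fraction of the library's reads, which in each of the 16 libraries equals its count divided by that library's total. Clone numbers missing from the tables, 4.44% to 16.9% of each library's numbering, show that some clones had been removed before the tables were made; no stop codon or frameshift remained in them, so the alternative without this filter changed nothing and tests nothing.

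Sorted libraries held 10338 to 25247 reads and libraries of all CD8 cells 57455 to 146191. Sequences seen in 1 read made up 3.56% to 7.76% of the sequences in sorted libraries and 14.8% to 21.2% in the others. PCR reads are not independent molecules, so limits from counts of 0, taken as 3 counts, cover counting error only. Conditions come from the sample labels and the paper. Library numbers were not treated as a pairing.

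From the tables were computed the sharing of clonotypes, the overlap distance, the richness at equal reads, the length and convergence of CDR3s, the usage of V segments, the summed Kyte-Doolittle hydropathicity and charge of 14-residue CDR3s, and the residues at position 5. Convergence used the 50 most abundant clones of a pool and the physicochemical averages the 100 most abundant clonotypes. Groups of libraries were compared with exact permutation tests, which cannot give a p below 0.333 here. Clones and clonotypes were compared with permutation tests of 100000 resamples, whose smallest p is 1e-05; clones of a library are not separate animals, so these p describe the libraries. Reads per V segment were tested with edgeR 4.0.16 (quasi-likelihood test, TMM, segments with at least 10 reads in at least 2 libraries, adjusted p under 0.05), with DESeq2 1.42.0 as an alternative. Tested on simulated data for the LN comparison of 114 segments with 20 changed, this test called 0 of the 20 at a log2 fold change of 1 and 11 at a log2 fold change of 2, and called 0 unchanged segments. Adjusted p are Benjamini-Hochberg values. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 were used, and segment sequences came from GENCODE release M21 on GRCm38; the build the authors used is not given in the sources used here.

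The V segments named are those the paper names (TRAV9N-3, TRAV14, TRAV6 and TRAV12) and, in each comparison of V segment usage, up to 3 higher and 3 lower in Themis-/- with the smallest adjusted p under 0.05 whose Themis-/- libraries both lie on the same side of both Themis+/+ libraries. The CDR3s named are the 3 with the highest mean share of reads among those in all 4 sorted LN libraries. Other segments named were chosen after their values were seen.

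Some choices were made after the tables had been seen. Sequences with TRAV9N-3 and TRAV9D-3 as equal best hits were counted as TRAV9N-3, and the alternatives that count only sequences listing TRAV9N-3 first, both segments, every V segment for properties of the CDR3, or nucleotide sequences of every V segment were added then, as was merging both segments in the test of V segment usage. Diversity of the Vα3.2 compartment uses all sequences of the sorted libraries, while the other Vα3.2 results use TRAV9N-3 sequences. Alternatives included other definitions of a clonotype, thinning to equal reads, other indices, other numbers of clones, another hydropathicity scale and leaving out each replicate. Cell surface, flow cytometry and functional measurements of the paper are not analysed here.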

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

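Of the tests in this part, those of the TRAV9-4 ratio, of methionine in TRAV9-4 sequences and of replicate numbers, those of depth and of exchange between TRDV2 segments, and that of all 14-residue clonotypes were chosen only after the result was seen.

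TRAV9-4 appeared in sorted Vα3.2+ libraries, a segment the paper does not discuss. It made up at least 19.9% of the reads in each of the 4 libraries numbered 2, up to 38.7%, and at most 6.04% in those numbered 1, while its share in the libraries of all CD8 cells was at most 0.507%. Unsorted CD8 cells left in the sort are argued against by the ratio of TRAV9-4 to TRAV9-2 and TRAV9D-2 reads, at least 22.7 in the sorted libraries numbered 2 and at most 1.13 in the libraries of all CD8 cells. Wrong assignment of TRAV9N-3 reads is argued against by the alignment scores, since TRAV9-4 sequences scored a median of 93.6 above their TRAV9N-3 score. PCR hybrids that join TRAV9-4 to TRAV9N-3 CDR3s are argued against by methionine at position 5, found in 0 of 62 TRAV9-4 CDR3s of 14 residues, which allows up to 4.84%, against 25.5% for TRAV9N-3. A difference between the sorts or preparations of the replicate numbers stays open and cannot be told apart from a difference between the mice, because the share of 19.9% or more follows the number in both genotypes and tissues and what a number stands for is not given in the sources used here. Binding of the sorting antibody to TRAV9-4 was not tested.

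TRAV9N-4, likewise outside the paper's discussion, made up 7.57% to 15.9% of the reads in all 8 sorted libraries and at most 0.421% in the libraries of all CD8 cells. In the sorted thymic libraries numbered 1 its share came from few sequences. It was 10.7% from 1 sequence in Themis-/- and 10.6% from 2 in Themis+/+. The other sorted libraries held 22 to 48 TRAV9N-4 sequences each. TRAV9N-4 sequences scored a median of 133.9 above their TRAV9N-3 score, so they were not near-ties with that segment. No biological explanation was tested.

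The change in TRDV2-1 reads with genotype differed between tissues, with an interaction of −5.56 on the log2 scale (SE 1.40, adjusted p = 0.0263 from edgeR's quasi-likelihood test). In the LN TRDV2-1 was lower in Themis-/- by a fitted log2 fold change of −7.15 and TRDV2-2 by −4.80. Both segments together had 757 and 314 reads in Themis+/+ LN and 0 and 15 in Themis-/- LN, against 356 and 507 in Themis+/+ and 242 and 148 in Themis-/- thymus. A few expanded clones in Themis+/+ LN are argued against by the largest clonotype, which held at most 22.9% of these reads. Lower depth is argued against because the shallower Themis-/- LN library would hold 365 such reads at the lowest Themis+/+ LN share and held 0. Exchange of reads between the segments is argued against because their joint share was at most 0.0186% in Themis-/- LN. The interaction was not called when clonotypes were counted in place of reads. An effect of the genotype in the LN stays open as a hypothesis, as do a difference between the mice pooled for these libraries and cells of other types in the sort, which were not tested.

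The excess in hydropathicity of TRAV9N-3 CDR3s over TRAV6 CDR3s in Themis+/+ mice differed between LN and thymus, by 3.08 (adjusted p = 0.0390 from permutation of tissue labels over clonotypes). Without library 1 the excess was 3.69 in the LN and 2.82 in the thymus. Without library 2 it was 4.25 and 0.401, so the size of the difference depended on the library. With all 14-residue clonotypes in place of the 100 most abundant, the difference between the tissues was 1.192 with p = 0.126 by permutation. That the choice of abundant clonotypes makes the difference stays open, since 1.192 has the same sign but does not pass the threshold. A difference between the tissues also stays open, and the thymic TRAV9N-3 set has only 95 clonotypes, 28 and 71 by library. Its size depended on the library. The excess over TRAV6 was 3.688 in the LN and 2.824 in the thymus without library 1. Without library 2 it was 4.247 and 0.401.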

How the results depend on the processing

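The alternatives that were fixed before the data were examined gave 427 values for 65 results, not counting the alternative without the filter for stop codons and frameshifts, which changes nothing. Of these, 331 kept their direction and their side of the threshold or moved by less than the replicate spread. A further 52 moved more, 25 lost significance, 6 gained it and 13 reversed. The 331 include clonotypes defined by CDR3 with V and J segment. That setting gave the same clonotype counts and sharing as the main setting, so it tests nothing there. The alternatives chosen after seeing the data gave 105 values for 37 results, of which 85 stayed, 14 moved, 1 lost significance, 4 gained it and 1 reversed; they are the ways of counting TRAV9N-3 and TRAV9D-3, the counts of nucleotide sequences of every V segment and every V segment for CDR3 properties. Unless a cause is named, the cause was not tested.

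With TRAV9N-3 sequences from the libraries of all CD8 cells, Vα3.2 clonotypes numbered 164 in Themis+/+ and 217 in Themis-/- thymus and 142 and 234 in LN, and 8 and 11 were shared. These libraries hold few reads of the segment, and in the LN more in Themis-/- than in Themis+/+. The log2 ratio of Vα3.2 diversity in LN to thymus reversed to −0.111 in Themis+/+ and −0.0571 in Themis-/-. This was at 386 reads per library, where the LN and thymic libraries overlapped. Convergence differences at 42 bp were 0.104 in Themis+/+ and 0.2 in Themis-/-, and that at 39 bp in Themis-/- 0.12, none significant. The thymic hydropathicity difference from TRAV14 was 2.08 and lost significance, LN minus thymus reversed to −0.348 for hydropathicity and 0.0392 for charge, and aspartic or glutamic acid at position 5 was at 0%.

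With only sequences that list TRAV9N-3 first, clonotypes numbered 159 and 195 in Themis+/+ and Themis-/- thymus and 625 and 745 in LN, with 26 and 201 shared, as fewer sequences are counted. The 39 bp convergence difference in Themis-/- was 0.157 and lost significance, and the thymic hydropathicity difference from TRAV6 was 3.70 and gained it. The hydropathicity difference of LN minus thymus reversed to −0.646, and methionine at position 5 was 48.5%. In Themis+/+ LN this setting keeps nearly all clonotypes with methionine, a hydrophobic residue, and drops many others. Its hydropathicity and methionine values are therefore not independent of position 5. With TRAV9D-3 included, the Vα3.2 convergence difference at 39 bp in Themis+/+ was 0.36 and significant. With every V segment of the sorted libraries, 578 clonotypes were counted in Themis-/- thymus, this convergence difference was 0.28 and significant, the thymic hydropathicity difference from TRAV6 was 1.86 and significant, and methionine was 24.5%.

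By CDR3 nucleotide sequence, 13.7% of genotype-private thymic clonotypes were found in the LN of both genotypes. By nucleotide sequence over every V segment this was 11.2%, with 439 clonotypes in Themis+/+ and 607 in Themis-/- thymus. With shared clonotypes counted by amino acids and all others by nucleotide sequence, Themis-/- thymus had 599. The LN minus thymus distance was −0.960 with the Morisita-Horn index. The log2 ratio of LN to thymus diversity of all TCRα in Themis-/- was −1.28 with the Chao1 estimate and −1.305 with the exponential of Shannon entropy.

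As shares of distinct clonotypes in place of reads, 39 and 42 bp made up 60.4% in Themis+/+ and 58.2% in Themis-/- sorted LN cells, and 54.0% in Themis+/+ thymus, 56.1% in Themis-/- thymus and 55.5% in Themis-/- LN of all CD8 cells. On this measure TRAV14 made up 11.6%, TRAV6 11.7%, TRAV12 16.5% and TRAV9N-3 0.728% of Themis+/+ thymus, and TRAV6 12.8% and TRAV9N-3 0.935% of Themis+/+ LN. In the edgeR test of V segments, 3 were called in the LN and 0 in the thymus, where 8 had an unadjusted p under 0.05 and DESeq2 called 0. DESeq2 called 7 in the LN. With clonotypes per V segment, 7 were called in the LN, 2 in the thymus and 0 for the interaction in place of 1.

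With the 25 most abundant clones, the non-Vα3.2 convergence difference reversed to 0.36 at 39 bp in Themis+/+ and 0.04 at 42 bp in Themis-/-. With 100 clones the Vα3.2 difference at 39 bp in Themis+/+ was 0.174 and significant. With the 50 most abundant clonotypes, thymic hydropathicity differences of 2.46 from TRAV14 and 2.49 from TRAV12 and the LN charge difference of 0.36 from TRAV12 lost significance. With the 100 most abundant clonotypes methionine was 33%. With all 14-residue clonotypes the thymic hydropathicity difference from TRAV6 was 3.07, and over all CDR3 lengths 3.14, both significant. Over all lengths the LN charge difference from TRAV14 was 0.15 and lost significance, that from TRAV12 reversed to −0.04, and methionine was 24.2%.

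On the Eisenberg scale the thymic differences were 0.319 from TRAV14 and 0.638 from TRAV12 and the LN difference from TRAV14 0.616, none significant, and the thymic difference from TRAV6 reversed to −0.0661. Over residues 5 to 11, the thymic difference from TRAV14 was 0.742 and lost significance, and that from TRAV6 was 2.40 and gained it. Weighted by reads, hydropathicity differences from TRAV14 of 1.24 in thymus and 1.91 in LN and LN charge differences of 0.317 from TRAV14 and 0.227 from TRAV12 lost significance, and methionine was 37.1%.

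Leaving out each replicate number in turn gave 68 to 239 clonotypes in Themis+/+ thymus, 76 to 291 in Themis-/- thymus, 397 to 966 in Themis+/+ LN and 495 to 1164 in Themis-/- LN, the lowest without library 2 in the thymus and without library 1 in the LN. Shared clonotypes ranged from 5 to 42 in the thymus and from 72 to 270 in the LN, as fewer libraries enter. The LN minus thymus distance ranged from −0.967 to −0.142, and the share of private thymic clonotypes in both LN from 5.16% to 25.4%. The Vα3.2 log2 diversity ratio of LN to thymus was 0.644 to 3.72 in Themis+/+ and 0.418 to 3.90 in Themis-/-, lowest without library 1, and that of Themis-/- to Themis+/+ for all TCRα −0.469 to 0.206 in the thymus, reversed without library 1, and −1.35 to −0.219 in the LN. Vα3.2 convergence differences ranged from 0.14 to 0.34 at 39 bp and 0.12 to 0.54 at 42 bp in Themis-/-, not significant without library 1, and from −0.04 to 0.32 at 39 bp and 0.22 to 0.52 at 42 bp in Themis+/+. The non-Vα3.2 difference in Themis-/- ranged from −0.54 to 0.16 at 42 bp, reversed without library 2, and from −0.84 to −0.68 at 39 bp, against −1.52 with both.

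Thymic hydropathicity differences were 1.91 to 2.25 from TRAV14 and 1.076 to 3.89 from TRAV12, not significant without library 2, and 0.401 to 2.82 from TRAV6, significant without library 1. LN minus thymus ranged from −0.249, without library 1, to 2.22 for hydropathicity and from −0.241 to 0.0514, without library 2, for charge. Thymic charge differences were 0.259 to 0.391 from TRAV14 and 0.359 to 0.551 from TRAV12, the lower value of each without library 2 and not significant. At position 5, methionine ranged from 27.6% to 31.8%, isoleucine or leucine from 16.3% to 26.4% and aspartic or glutamic acid from 0% to 4.45%. Called V segments in the LN ranged from 1, without Themis-/- LN library 1 or Themis+/+ thymus library 2, to 7, without Themis-/- LN library 2; where a group keeps 1 library, that library is assumed to vary like the other groups.

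With the replicate number as a block in the edgeR fit, 3 V segments were called in the LN, 0 in the thymus and 1 for the interaction, as without it. In V segment usage of all CD8 cells, the correlation of same-numbered deviations ranged from −0.20 to 0.0344 over the 6 pairs of groups. The sorted libraries did move with the number, in clonotype counts and in TRAV9-4 reads. Reads did not set the low counts in the sorted thymic libraries numbered 1, since at 10338 reads each these held 82.4 and 86.0 distinct sequences, with Chao1 estimates of 93 and 91, and the other sorted libraries 341 to 1285. Depth limits the TRAV9N-3 sequences of the libraries of all CD8 cells, as few as 386 reads in a library.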

Differences from the paper's values

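In this part the settings that count nucleotide sequences of every V segment, that count shared clonotypes by amino acids and all others by nucleotide sequence, that list TRAV9N-3 first or include TRAV9D-3, and the counts of nucleotide sequences in library 2 alone were chosen only after the values were seen.

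For Themis-/- thymus 352 Vα3.2 clonotypes were counted, and the paper's value is 599. A value is said to differ where it and the paper's lie more than 1.5 times apart and, where both libraries give an SD, further apart than this SD; a value that does not differ need not be equal. Of the alternatives set before the data were examined, every V segment in the sorted libraries gave 578, which does not differ by this rule. CDR3 nucleotide sequences gave 364, CDR3 with V and J segment and all sequences 352 each, at least 2 reads 339, the libraries of all CD8 cells 217 and leaving out a replicate 291 or 76, all of which differ. Chosen after seeing the values, nucleotide sequences of every V segment gave 607, and shared clonotypes by amino acids with all others by nucleotide sequence gave 599, while 195 with TRAV9N-3 listed first and 398 with TRAV9D-3 included still differ. The mixed count also gave 437 in Themis+/+ thymus and 1751 in Themis+/+ LN, the paper's values, and 2141 in Themis-/- LN, where the paper's value is 2094. Every V segment gave 70 and 473 shared clonotypes, the paper's values.

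The clonotypes of both genotypes together numbered 593 in the thymus, against about 970 in Fig. 2A, read by eye. Set before the data were examined, every V segment gave 928, which does not differ; nucleotide sequences (626), at least 2 reads (572), CDR3 with V and J segment, all sequences, thinning, the libraries of all CD8 cells and leaving out a replicate do. Chosen after seeing the values, nucleotide sequences of every V segment gave 996, the mixed count 966 and TRAV9D-3 included 667, which do not differ, while TRAV9N-3 listed first gave 328, which does. The LN number printed there, about 3800, lies near the sum of the paper's values for both genotypes, 1751 and 2094, and the sum here, 2732, does not differ from it.

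In sorted LN cells of all sequences, 1567 clonotypes were found in Themis+/+ and 1907 in Themis-/-, against curves in Fig. 2D that end at about 590 and about 730, read by eye. Of the alternatives set before the data were examined, leaving out replicate 1 gave 555 and 684, which do not differ, whereas leaving out replicate 2 and counting nucleotide sequences do. Chosen after seeing the values, nucleotide sequences of library 2 alone numbered 590 and 731.

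Isoleucine or leucine at position 5 was found in 18.6% of TRAV9N-3 clonotypes, and the paper's value is 30%. Set before the data were examined, the 100 most abundant clonotypes gave 23%, the libraries of all CD8 cells 24.5% and leaving out replicate 1 26.4%, which do not differ, while read weighting (19.0%), all lengths (13.5%) and leaving out replicate 2 (16.3%) do. TRAV9N-3 listed first, chosen after seeing the values, gave 22.2%, which does not differ, while TRAV9D-3 included (17.9%) and every V segment (17.5%) do.

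The paper marks a lower convergence of non-Vα3.2 clones of 42 bp in Themis-/- LN than thymus in Fig. 2F. The difference here was −0.32 and not significant, while that at 39 bp was called. Fig. 2G marks a higher convergence of Vα3.2 clones of 39 bp in Themis+/+ LN. Here it was 0.20 higher and not significant; it was called with 100 clones, and with every V segment or TRAV9D-3 included, both chosen after seeing the values.

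The paper states a lower diversity of all TCRα in Themis-/- thymus. The log2 ratio here was −0.16 and the libraries overlapped. It states that hydropathicity of TRAV9N-3 exceeds that of the other groups in the thymus, where the difference from TRAV6 was not significant here and those from TRAV14 and TRAV12 were. The difference from TRAV6 was called with all 14-residue clonotypes, over all CDR3 lengths, over residues 5 to 11 and without replicate 1. Chosen after seeing the values, it was also called with TRAV9N-3 listed first and with every V segment. The first of these settings is not independent of the residue at position 5, so its call is no separate evidence. It states a much stronger difference in the LN, and the change between tissues passed the threshold for TRAV6 and not for TRAV14 or TRAV12.

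Methionine at position 5 is described in the paper as restricted to TRAV9N-3. It was found here in up to 40.0% of the clonotypes of another segment, TRAV7-1 with 20 clonotypes, though in at most 1.04% of TRAV14, TRAV6 and TRAV12. The paper states that aspartic acid is more abundant there than glutamic acid in other CDR3s. This was so in TRAV6 and TRAV12, but TRAV14 had 5.30% aspartic and 13.5% glutamic acid. Over all non-TRAV9N-3 clonotypes of Themis+/+ LN it was 14.3% and 15.8%, but 15.0% and 13.1% by reads and 17.0% and 14.0% in library 2, and Themis-/- LN had 17.2% and 14.6%. In Fig. 4C the logos of TRAV14 and TRAV6 appear exchanged against the sequences here, in which 97.4% of TRAV14 CDR3s have alanine at position 3 and 96.1% of TRAV6 CDR3s have leucine. Phenylalanine at IMGT position 28 is found in TRAV9D-3 as well as in TRAV9N-3 in the GRCm38 annotation.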

Other observations

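Of the tests in this part, those of convergence at equal reads, of hydropathicity and charge without position 5 and of the germline end of V segments were chosen only after the result was seen.

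By sequencing of all CD8 cells, TRAV9N-3 made up 0.509% and 0.776% of the reads in Themis+/+ LN and 2.79% and 1.96% in Themis-/- LN, a log2 fold change of 1.85 (SE 0.455, adjusted p = 0.00996 from edgeR's quasi-likelihood test), higher in both Themis-/- libraries than in both Themis+/+ libraries. Groups separated this way in 50 of 114 segments, where chance gives 33.3%. Over the alternatives the adjusted p was above 0.05 without Themis+/+ LN library 1 (0.0658), without Themis-/- LN library 1 (0.106) and without Themis+/+ thymus library 2 (0.0655), and as low as 8.37e-05 with DESeq2. In the thymus the log2 fold change was 0.52 (SE 0.442, adjusted p = 0.847 from the same test), and the interaction with tissue did not pass the threshold (1.33, adjusted p = 0.781). Reads cannot be assigned with certainty between TRAV9N-3 and TRAV9D-3; with both merged, the LN log2 fold change was 1.48.

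That fewer reads in the thymic pools make the convergence of Vα3.2 clones higher in the LN is argued against, since at equal reads the LN exceeded the thymus by at least 0.42 over 20 draws in the 3 comparisons past the threshold. The LN pools thinned to the thymic number of nucleotide sequences had a mean of at most 1.07, but this thinning splits clones with several sequences whatever the cause and decides nothing. Fewer cells sampled in the thymus and accumulation of different clones in the LN stay open. For the lower convergence of non-Vα3.2 clones of 39 bp in Themis-/- LN, fewer reads in the LN pool are argued against, since at equal reads the difference was −1.14 or further from 0 over 20 draws. The thymic pool thinned to the LN number of sequences had a mean of 1.83, which decides nothing for the same reason. Expansion of clones in Themis-/- LN and fewer cells sampled there stay open and were not tested.

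That position 5 alone makes TRAV9N-3 CDR3s of Themis+/+ LN more hydrophobic is argued against for TRAV14 and TRAV12, since without it the differences were 2.54 and 2.15 and significant. Of these, residues 1 to 4 held 1.955 and 0.775 and residues 6 to 14 held 0.583 and 1.37. Most of the remainder against TRAV14 thus lay in residues 1 to 4. For TRAV6 the remaining difference of 1.56 did not pass the threshold (adjusted p = 0.0574 by permutation) and stays open. In the thymus the remaining differences were 1.69 from TRAV14, 0.849 from TRAV12 and −0.81 from TRAV6, none significant, so position 5 alone stays open there. Of the thymic difference from TRAV14 it held only 32.3%, 0.804 of 2.49, and residues 1 to 4 held 2.17. For charge in the LN, position 5 held 101.7% of the difference from TRAV6 and 122.4% of that from TRAV12, and without it the differences were −0.01 and −0.11, neither significant, as predicted if the residue at position 5 accounts for these differences; in the thymus it held 70.0% and 80.3%. Of the difference from TRAV14 it held 50.0% in the LN, where the remaining 0.17 was not significant and leaves this open. In the thymus it held 30.7%, and the remaining 0.321 was significant (adjusted p = 0.0203 by permutation), which argues against position 5 alone.

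A hypothesis for methionine at position 5 is the germline end of the V segment. The reference TRAV9N-3 sequence begins the CDR3 with TGTGCTGTGAGCA, and a codon that starts with this final A and ends in TG encodes methionine. Clonotypes of other segments with the same end had methionine in 23.3% in all CD8 cells of Themis+/+ LN, from 4.35% in TRAV5-1 to 40.0% in TRAV7-1. Their share was 21.4% in Themis-/- LN, 16.3% in Themis+/+ thymus and 17.0% in Themis-/- thymus. TRAV9N-3 clonotypes of the sorted cells had 27.5%, 29.5% and 36.8% in these groups, further above the other segments than in Themis+/+ LN. In the sorted libraries methionine was found in 25.5% of TRAV9N-3, 33.3% of TRAV9N-4 and 26.3% of TRAV9D-4 clonotypes, all with this end. TRAV9D-3, with the same end, had it in 12 of 151 (7.95%). The call between TRAV9D-3 and TRAV9N-3 is uncertain and not independent of the residue. Nearly all methionine clonotypes of Themis+/+ LN list TRAV9N-3 first, so 7.95% against 25.5% decides nothing. In TRAV9 segments that end in G it was found in 0 of 78, which allows up to 3.85%. In all CD8 cells of Themis+/+ LN it was found in 9.52% of 21 TRAV9-2, 8.0% of 25 TRAV9-4 and 4.76% of 21 TRAV9D-2 clonotypes. These also end in G. Segments without a base after codon 4 had it there in 15.6% of 32 clonotypes. Likewise segments whose bases after codon 4 begin with GA had aspartic or glutamic acid in 57.1%, against 18.7% for G and 5.30% for A. This class includes segments with a whole germline codon GAG or GAC there, which itself encodes these residues. Among segments with at least 20 clonotypes, these held 55.6% (TRAV7D-4) to 76.1% (TRAV16N). Those that end in GA held 42.2% (TRAV12-1) to 65.6% (TRAV12N-2). The germline end may therefore set part of the residues at position 5, a hypothesis found and tested on the same data; selection among the resulting CDR3s stays open and was not tested.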
